# Loss of sex-determining region Y-box 2 (Sox2) captures embryonic stem cells in a primed pluripotent state

**DOI:** 10.1016/j.jbc.2025.108501

**Published:** 2025-04-09

**Authors:** Min Qi, Bowen Wang, Huaqi Liao, Yuzhuo Xu, Lixia Dong, Lijun Xu, Yin Xia, Xiaochun Jiang, Shizhang Ling, Jinzhong Qin

**Keywords:** Sox2, embryonic stem cells, epiblast stem cells, Sox3, transition, pluripotency, redundancy

## Abstract

Two main pluripotent cell lines can be established from the preimplantation and postimplantation mouse embryo as naïve embryonic stem cells (ESCs) and primed epiblast stem cells (EpiSCs), respectively. Although the two pluripotent states are interconvertible, the molecular mechanism controlling the transition between naïve and primed pluripotency remains to be fully elucidated. Here, by performing a CRISPR-based loss-of-function screen in ESCs, we identify Sox2 involved in the repression of lineage-specification marker brachyury (T). Upon Sox2 ablation in ESCs, two populations of cells mutually exclusive for CDX2 (trophectoderm marker) and T expression can be observed. T-positive cells display features resembling the salient characteristics of EpiSCs including molecular and functional properties. By using genetic ablation approach, we show that acquisition and maintenance of primed pluripotency in Sox2 null T-positive cells heavily depend on fibroblast growth factor (Fgf) and Nodal, which is produced in an autocrine manner in these cells. We further demonstrate that Sox3 compensates for the absence of Sox2 in maintaining the primed state of Sox2-null pluripotent cells. Establishment of Sox2-deficient pluripotent cells will enable the elucidation of the mechanisms controlling the transition of cells between different states of pluripotency.

At the time of implantation, the blastocyst (the early mammalian embryo) consists of three distinct cell lineages: the epiblast (EPI), the primitive endoderm (PrE, also called the hypoblast), and the trophectoderm (TE) (1, 2). These three founding lineages are thought to arise through two consecutive rounds of binary cell fate decisions. During the first cell fate decision in mouse embryo (from 8-cell to 32-cell stage), the extra-embryonic TE lineage (from which the placenta ultimately develops) is segregated from inner cell mass (ICM). In the second cell fate decision occurring at the blastocyst stage in the mouse, the pluripotent ICM differentiates into the extraembryonic PrE (a predecessor of the yolk sac), and the pluripotent EPI, which eventually gives rise to the embryo proper (2). Pluripotency is defined as the ability of a cell to give rise to cells of the three germ layers, namely, ectoderm, endoderm, and mesoderm, which together give rise to a mature organism. Pluripotency is a transient property of embryonic cells within the early embryo. *In vitro*, however, different pluripotent stem cell lines representing distinct stages of embryogenesis can be derived from the early embryo, and maintained indefinitely in an artificially induced self-renewal state under strictly defined conditions.

Mouse embryonic stem cells (ESCs), routinely derived from the inner cell mass (ICM) of developing blastocyst, can be propagated indefinitely *in vitro* in a naive ground state of pluripotency, as they retain the capacity to contribute to all somatic and germline cell types when injected in the host blastocyst (3, 4). The undifferentiated state of ESCs depends on an interconnected regulatory circuit formed by Oct4 (encoded by Pou5f1)/Sox2/Nanog and LIF/STAT3-dependent signaling pathways, which safeguard ESC self-renewal and prevent Fgf-mediated lineage specification. EpiSCs, on the other hand, are isolated from the postimplantation mouse embryo just after implantation but prior to gastrulation and exhibit an alternative pluripotency configuration, referred to a primed pluripotency (5). Although EpiSCs can form teratomas containing tissue derivatives of all three embryonic germ layers, they have negligible capacity to contribute to chimeras and are unable to contribute to the germline (5, 6, 7). Unlike ESCs, EpiSCs do not utilize the LIF/Stat3 pathway and instead rely on Fgf and Activin (6, 7). Grown as large flat colonies, they are morphologically distinct from domed mouse ESC colonies. Unlike ESCs, EpiSCs are sensitive to single-cell dissociation and are usually passaged as clusters of cells rather than dispersed. EpiSCs exhibit epiblast markers such as Fgf5, Cer1 and T, which are low or absent in ESCs (5, 6, 8), and show inactivation of the X chromosome in female cells. Intriguingly, although derived from the ICM, the human ESCs (hESCs) resemble mouse EpiSCs in terms of their colony morphology, X chromosome inactivation status, as well as signaling requirements for maintaining pluripotency (5).

The pluripotent state of ESCs is maintained through a coordinated action of a core set of transcription factors that include the well-studied Oct4, Sox2, Nanog, and Klf4, together with multiple signaling pathways in response to environmental cues (9). In comparison, less is known about the molecular mechanism governing the exit from the naïve pluripotent state and the transcriptional circuits that enable EpiSCs to maintain primed pluripotency. ChIP analysis of Oct4 targets in EpiSCs showed little overlap with the targets in mouse ESCs (6). Accordingly, the number of proteins in complex with Oct4, Sox2, and Nanog in mouse ESCs are significantly decreased or not detected in EpiSCs including Nr0b1 (Dax1), Esrrb, and Klf4(6). Recently, Otx2 has also been emphasized as a key transcription factor driving naïve to primed transition, at least in part, through cooperative interactions with Oct4 (10, 11, 12). Additionally, Zic2/3 has been proposed to function as transcriptional determinants of EpiSCs (13, 14). Here we show that the ablation of Sox2 in ESCs results in two major mutually exclusive subpopulations characterized by the expression of trophectoderm (CDX2) and epiblast (T) markers, respectively. Detailed analysis of the T-positive cells revealed that they have entered a primed pluripotent state with unique features that resemble EpiSCs and with distinct morphological, signaling, and functional properties from ESCs. We further show that the loss of both Sox2 and Sox3 results in the complete abrogation of self-renewal and pluripotency of ESCs and demonstrate that the elevated Sox3 expression functionally compensates for the loss of Sox2 in Sox2 null cells reminiscent of EpiSCs.

## Results

### A loss-of-function screen identifies Sox2 as a candidate gene in coordinating the transition from naïve to primed pluripotency

Given the observation that EpiSCs acquire histone H3 Lys27 trimethylation (H3K27me3) marks over developmental genes (5, 15), we explored the role of Polycomb group (PcG) proteins, which deposit H3K27me3, in protecting ESCs from a primed state of pluripotency. To this end, we first screened for members in the PcG family (16, 17), whose deficiency in ESCs led to increased levels of EpiSC marker T (5, 6, 8) and attenuated expression of Dppa3 (also known as Stella or Pgc7), a naive pluripotency marker (5), by using available ESC lines harboring loss of function mutations in PcG (16, 17). We found that although lack of Eed, Ring1b, Ring1a/b, Pcgf1/3/5/6, or Pcgf1-6 in ESCs resulted in increased expression of T at both mRNA and protein levels, the expression of Dppa3 genes remained unchanged (Fig. 1*A*). Additionally, despite the reduced levels of Dppa3, L3mbtl2 elimination did not affect T expression. These results suggest that polycomb is not a central mechanism for the transition from naïve to primed pluripotency.

**Figure 1:**
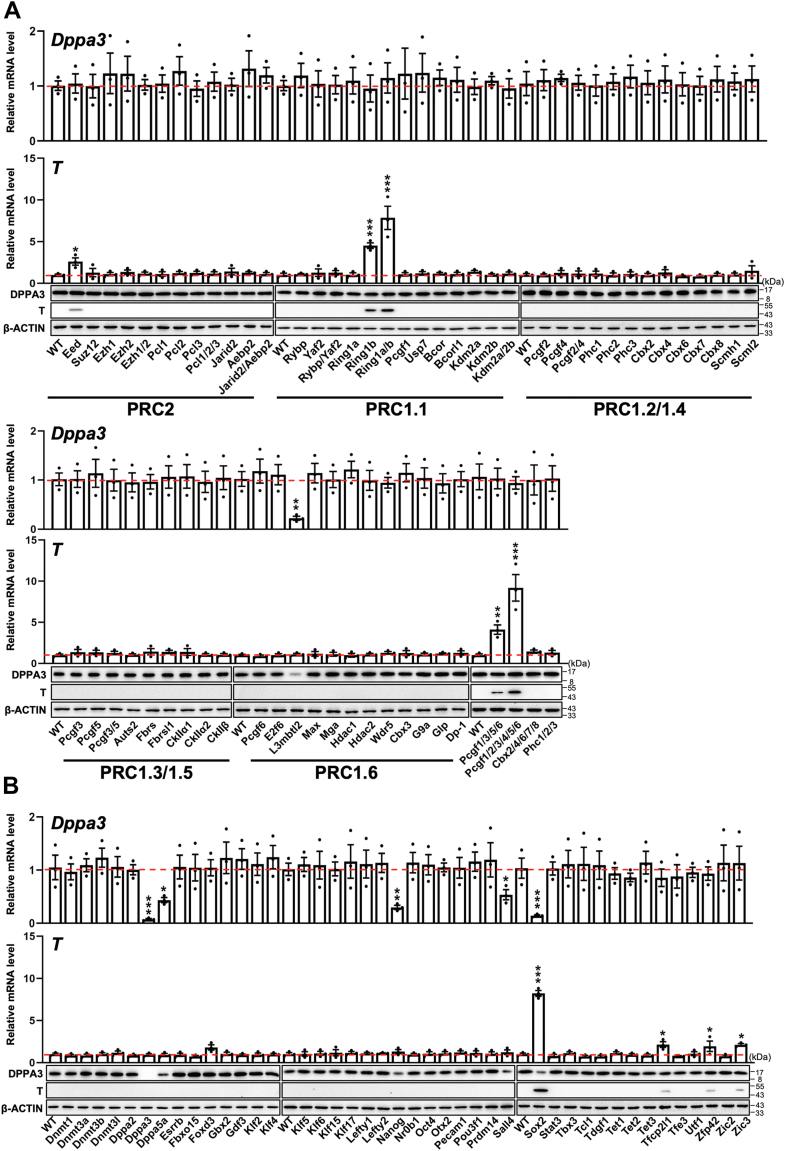
**Effect of ablation of PcG genes or pluripotency factors on the expression of Dppa3 and T in ESCs**. *A* and *B*, the effect of deletion of PcG genes (*A*) or CRISPR-mediated knockout of pluripotency factors on the expression of Dppa3 and T in ESCs determined by RT-qPCR (*top*) and Western blot (*bottom*). The mean value of three replicates was normalized using β-actin as internal controls and the expression level in wild-type (WT) ESCs was arbitrarily set to 1.0. β-Actin served as a loading control. Data were obtained from three independent experiments and expressed as the mean ± SD. (∗*p* < 0.05, ∗∗*p* < 0.01, ∗∗∗*p* < 0.001).

We then conducted a CRISPR/Cas9-based screen in C57BL/6-derived ESCs against the 42 selected transcriptional and epigenetic factors previously evaluated in the context of naïve and primed pluripotency maintenance (5, 18) (Fig. S1). The inactivation of five out of 42 selected genes resulted in a significantly decreased expression of Dppa3 gene, including Dppa5a, Nanog, Sall4, and Sox2, supporting the vital role of these candidates in pluripotency maintenance (Fig. 1*B*). Among these candidate genes, only the inactivation of the Sox2 gene also resulted in a significant induction of T. We then focused on Sox2, which has not been implicated in naïve to primed transition.

### Sox2 and Sox3 play redundant but collectively essential roles in the maintenance of pluripotency

The mouse genome harbors 20 Sox family members, which are categorized into eight groups. Sox2 belongs to group B1 (SoxB1), which has two other members, Sox1 and Sox3 (19)). To circumvent the cell lethality resulting from complete disruption of the Sox2 gene (20), (we, therefore, established a C57BL/6-derived ESC line harboring Sox2 conditional null alleles) we established Sox2 conditional floxed ESC line (Sox2^F/F^) by flanking the single exon of the Sox2 gene on both alleles with loxP sites, based on Cre-loxP system (Fig. S2*A*). To elucidate potential functional redundancy among the SoxB1 family members, we engineered Sox1^Δ/Δ^ or/and Sox3^Δ/Δ^ ESCs with conditional Sox2^F/F^ (Sox1^Δ/Δ^;Sox2^F/F^, Sox3^Δ/Δ^;Sox2^F/F^ and Sox1/3^Δ/Δ^;Sox2^F/F^) (Fig. S2, *B* and *C*). For comparison, we also generated conditional Oct4-and Nanog-null ESCs using a similar approach (Fig. S2, *D* and *E*). Sox2^F/F^ ESCs retained high expression levels of the pluripotency markers such as Sox2, Oct4 or Nanog, and formed compact and dome-shaped colonies with defined borders when cultured on a feeder layer from mitotically inactivated mouse embryonic fibroblast (MEF) cells, and stained strongly positive for Alkaline phosphatase (AP) activity (Figs. 2, *A*–*E* and S3*A*, and see below for more details). Sox2 was completely removed 48h after infection by lenti-Cre virus, as evident from Western blot analysis (Fig. S2*A*). Therefore, the cells were used for assay after 48 h of Cre infection throughout this study, unless otherwise stated. The deletion of the Sox2 gene in ESCs (Sox2^Δ/Δ^) resulted in an accumulation of cells in the G0/G1 phase, a reduction of S phase cells, and a concomitant increase in cells undergoing apoptosis (Figs. 2*D*, S3, *B* and *C*). Upon plating of Sox2^Δ/Δ^ cells onto a feeder layer, they underwent a process of spontaneous differentiation, as evidenced by a flattened and spread cell morphology and by loss of AP staining (Fig. 2, *A*–*C*). The phenotypes observed in Sox2^Δ/Δ^ cells were specific to Sox2 gene deficiency since they were rescued by the ectopic expression of wild-type Sox2 using lentivirus-mediated transduction. In contrast, the single or double mutants deficient in the Sox1 or/and Sox3 genes retained a typical undifferentiated state in terms of colony morphology along with a high expression level of AP. The established Sox1^Δ/Δ^;Sox2^F/F^, Sox3^Δ/Δ^;Sox2^F/F^ and Sox1/3^Δ/Δ^;Sox2^F/F^ formed tightly compact colonies, stained highly positive for AP (Fig. 2, *A*–*C*). However, Cre-mediated ablation of Sox2 from Sox3^Δ/Δ^; Sox2^F/F^ and Sox1/3^Δ/Δ^; Sox2^F/F^, but not Sox1^Δ/Δ^; Sox2^F/F^, ESCs led to a severe decrease in their rate of proliferation relative to control Cre-infected cells, with increase of G0/G1 phase arrest, alongside an increase in apoptosis (Fig. S3, *B* and *C*). Upon plating these cells onto a feeder layer, Sox2/3^Δ/Δ^ and Sox1/2/3^Δ/Δ^ underwent immediate differentiation and did not form any colony after 4 weeks of culture, whereas Sox1/3^Δ/Δ^ displayed a behavior similar to that of Sox2^F/F^ (Fig. 2, *B* and *C*). These results thus uncovered a degree of functional redundancy between Sox2 and Sox3, but not Sox1, in preserving ESC pluripotent identity.

**Figure 2:**
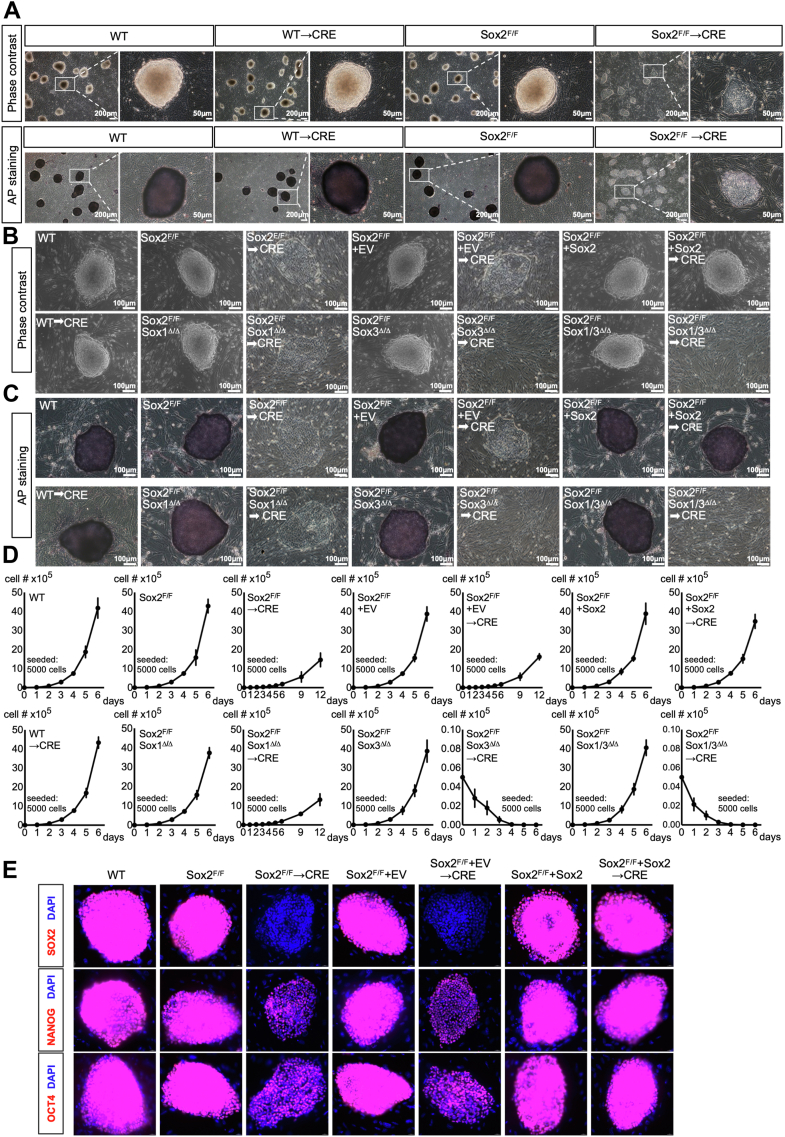
**The phenotypic defects observed in ESCs deficient in Soxb1 family genes**. *A*, representative phase contrast pictures (*top*) and AP staining images (*bottom*) of ESC colonies of indicated genotypes on MEF feeder layer. A higher magnification image of the boxed area is shown on the *right*. *B*, phase-contrast images of ESC colonies grown on a feeder layer of MEFs. *C*, representative images of AP staining of ESC colonies of indicated genotypes cultured on a feeder layer of MEFs. The scale bar is shown in the image of the *bottomright* corner. *D*, the representative growth curve of ESCs of indicated genotypes. Data represent the mean ± SD of three independent experiments. *E*, Immunofluorescence analysis for OCT4, NANOG, SOX2 (*red*), or DAPI (*blue*) in ESC colonies of indicated genotypes. The images were captured using confocal microscopy with a 63x objective lens. All images were shown merged with the *blue* and *red* fluorescent channels. Shown is representative of three independent experiments, each with two different clones analyzed.

To gain insight into the potential mechanisms underlying the phenotypic changes, we carried out RNA-seq analysis in Sox1/3^Δ/Δ^ and Sox2^F/F^ or Sox1/3^Δ/Δ^; Sox2^F/F^ before and after Cre infection (Fig. 3, *A* and *B*, S4*A* and Table S1-S5). 

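RNA from 3 biological replicates of each genotype was sequenced, and the counts that the authors deposited for each gene and library were compared. The groups were Sox2 F/F ESCs before and after Cre infection, Sox1/3Δ/Δ; Sox2 F/F ESCs before and after Cre infection, and Oct4- and Nanog-floxed ESCs with their null counterparts. The Cre-infected groups are the Sox2Δ/Δ and Sox1/2/3Δ/Δ ESCs, and the uninfected Sox1/3Δ/Δ; Sox2 F/F ESCs are the Sox1/3Δ/Δ ESCs. Wildtype ESCs with and without Cre were not analysed here. The Results text gives 48 h after infection unless otherwise stated, the legend of Fig. 3D gives 72 h, and the labels of the libraries give no time. The methods name a stranded total RNA kit and the HiSeq3000, whereas the labels name a TruSeq RNA kit and the NovaSeq6000. The authors' values are expected counts per gene, of which between 10.1% and 23.2% per library are not whole numbers, and TPM. The paper's text does not name the counting program, the strand setting or the genome build, so genes are given by their symbols and Ensembl identifiers without coordinates. The methods state a depth of 50 M reads per sample, and the values here use the counts assigned to genes. Their total per library had a median of 20635179 in Sox2 F/F ESCs (16874308 to 23332607) and of 18967224 in Sox2Δ/Δ ESCs (18415372 to 19594192). In Sox1/3Δ/Δ ESCs the median was 20220191 (20218927 to 22554950), and in Sox1/2/3Δ/Δ ESCs it was 23442914 (20035449 to 29221463). It was 23789237 in Oct4 F/F (22722637 to 24571889), 24691965 in Oct4-null (18794969 to 26892923), 22309676 in Nanog F/F (21697986 to 24843834) and 22764034 in Nanog-null ESCs (22307288 to 24348619).

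Counts were rounded to whole numbers, and 2 groups at a time were compared with the two-sided quasi-likelihood test of edgeR after TMM normalization. The genes compared were those kept by edgeR's filterByExpr, between 15632 genes for Sox1/3Δ/Δ and 18026 for Oct4-null ESCs. A gene was called up or down where the absolute log2 fold change exceeded 1 and the Benjamini-Hochberg FDR was below 0.05, the thresholds of the methods. In 3 libraries against 3, an exact two-sided permutation test of a single gene cannot give a p-value below 0.1, so the FDR rests on the variance that edgeR shares between genes.

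The targeted genes were read first. Sox2 (ENSMUSG00000074637) had 5816 to 7695 counts per library in Sox2 F/F and 25 to 39 in Sox2Δ/Δ ESCs, and 6614 to 7362 in Sox1/3Δ/Δ against 45 to 83 in Sox1/2/3Δ/Δ ESCs. Sox1 (ENSMUSG00000096014) and Sox3 (ENSMUSG00000045179) had 0 counts in each of the 6 libraries of the Sox1/3Δ/Δ and Sox1/2/3Δ/Δ ESCs, which allows up to 3 counts. Pou5f1 (ENSMUSG00000024406), which encodes Oct4, had 21319 to 24407 counts in Oct4 F/F and 7351 to 11164 in Oct4-null ESCs, a log2 fold change of -1.66 (SE 0.137, FDR 5.17e-06). Pou5f1 transcripts were thus lowered but not absent in these libraries, and Oct4-null is the paper's name for the cells. Nanog (ENSMUSG00000012396) fell from 3172 to 3770 counts in Nanog F/F to between 259 and 290 in Nanog-null ESCs, a log2 fold change of -3.76 (SE 0.132, FDR 0.000178).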

Only 175 genes were down-regulated in Sox1/3^Δ/Δ^ compared with 2554 genes in Sox2^Δ/Δ^ and 3240 genes in Sox1/2/3^Δ/Δ^ ESCs (Fig. 3*C*). 

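In Sox1/3Δ/Δ ESCs, 264 of the 15632 genes tested against Sox2 F/F ESCs were called down. Sox2Δ/Δ ESCs had 2445 of 16355 genes called down, and Sox1/2/3Δ/Δ ESCs 3017 of 16797. Without the fold threshold, the same test found 2301, 6062 and 6518 genes lower in these groups. A stricter FDR of 0.01 moved the count in Sox1/3Δ/Δ ESCs most, to 142 genes. Sox3 was at least 15.1-fold lower in Sox1/3Δ/Δ than in Sox2 F/F ESCs, with all 3 libraries of the Sox1/3Δ/Δ ESCs at the floor of 3 counts. The log2 fold change in Sox2Δ/Δ ESCs was -7.78 for Sox2 (SE 0.0969, FDR 2.4e-14) and -7.95 for A2m. Lefty2 fell by 9.58 (SE 0.0855, FDR 5.34e-21) and Fgf4 by 9.09 on the log2 scale in Sox1/2/3Δ/Δ ESCs. Compared with Sox1/3Δ/Δ ESCs in place of Sox2 F/F ESCs, Sox1/2/3Δ/Δ ESCs had 2731 of 16586 genes called down.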

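The calls were compared gene by gene. Of the 2342 genes called down in Sox2Δ/Δ but not in Sox1/3Δ/Δ ESCs, 2057 were also called down in Sox1/2/3Δ/Δ ESCs, which is 87.8%. The remaining 285 were called in Sox2Δ/Δ ESCs alone, and 845 genes were called down in Sox1/2/3Δ/Δ ESCs alone. Restricting the test to genes with at least 10 counts in every library left 1365 shared genes, 81.6% of those called down in Sox2Δ/Δ but not in Sox1/3Δ/Δ ESCs. Both comparisons use the same 3 Sox2 F/F libraries, which by itself makes their fold changes alike. The correlation of the log2 fold changes across 16179 genes, which are not independent replicates, was 0.945. In 20 simulations of unchanged groups with shared controls, its median was 0.515 and its highest value 0.542. The sign was the same for 90.5% of genes, against a median of 66.8% in the simulations, in which at most 1 call was shared. The simulations hold noise alone, so they do not measure which part of 0.945 comes from the shared libraries. Log2 fold changes of Sox2Δ/Δ and of Sox1/3Δ/Δ ESCs, taken against the same Sox2 F/F libraries, had a correlation of 0.134 across 15334 genes.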

Genes downregulated in Sox2^Δ/Δ^, but not Sox1/3^Δ/Δ^, largely overlapped with the downregulated genes in Sox1/2/3^Δ/Δ^ ESCs. As a control, Cre expression had no effect on gene expression profile in Wildtype ESCs (Figs. 3*A* and S4*A*). Gene ontology (GO) analysis revealed that genes down-regulated in Sox2-deficient ESCs were strongly associated with the regulation of the Wnt signaling pathway, mechanisms associated with pluripotency, as well as cell morphogenesis involved in differentiation (Fig. 3*D*). Furthermore, we found that a cohort of pluripotency-associated genes previously described to be direct targets of Oct4 was also down-regulated in ESCs lacking Sox2, but not Nanog (Fig. 3*E* and Table S1-S3), consistent with the notion that Sox2 and Oct4 form a heterodimer to cooperatively activate pluripotency-related genes, including themselves (21). 

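Of the 30 genes drawn in Fig. 3E, 27 were called down in Sox2Δ/Δ ESCs, the deleted Sox2 among them, with a median log2 fold change of -2.01. In Oct4-null ESCs 25 were called down, with Pou5f1 itself among them and a median of -2.05, and in Nanog-null ESCs 6 were, with a median of -0.32. Adjusted over the list alone, the counts were 27, 25 and 7, and because the study chose the list on these samples they are not independent evidence. Nanog itself had 27.2 ± 1.06 CPM in Sox2Δ/Δ ESCs (SD, n = 3) and 403 ± 16 in Sox2 F/F ESCs (SD, n = 3), and Tdgf1 fell by 3.47 on the log2 scale (SE 0.0712, FDR 5.72e-13). Pou5f1 fell by 1.84 (SE 0.0543, FDR 1.28e-11) and Esrrb by 1.57 (SE 0.0489, FDR 2.12e-11). Klf2 and Tfcp2l1 fell by 0.94 and 0.98, short of the fold threshold, and the remaining gene, Sox3, rose. The 6 genes called down in Nanog-null ESCs were Dppa3, Klf4, Nanog, Nr0b1, Prdm14 and Tcl1. With Nanog F/F replicate 3 left out 1 gene was called, and with Nanog F/F replicate 1 left out 7 were. Without Nanog-null replicate 1 or 2 the count was also 1, and without Nanog-null replicate 3 it was 3.

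The difference between the effects of Sox2 loss and Nanog loss was tested itself, as an interaction in edgeR with an FDR below 0.05. For 24 of the 30 genes, the deleted Sox2 among them, the log2 fold change after Sox2 loss was below that after Nanog loss, and for Sox3, which rose after Sox2 loss, it was above (difference 0.56, FDR 0.0398), with the same counts adjusted over the list alone. Esrrb fell by 0.65 in Nanog-null ESCs (SE 0.208, FDR 0.12), a difference of -0.94 (FDR 0.00435). Klf4 fell by 1.34 in Sox2Δ/Δ (SE 0.0946, FDR 4.75e-08) and by 1.76 in Nanog-null ESCs (SE 0.255, FDR 0.0206), a difference of 0.40 that was not past the threshold (FDR 0.231), except without Nanog-null replicate 1 (0.66, FDR 0.0497). The call of Klf4 in Nanog-null ESCs was lost without Nanog F/F replicate 3 (FDR 0.126) and with any 1 of the 3 Nanog-null replicates left out (FDR 0.0665 to 0.14). The Sox2 and Nanog experiments have separate control libraries and gene annotations, so the difference also holds any difference between the experiments. For these falls, in genes described earlier as targets of Oct4, the paper refers to earlier work in which Sox2 and Oct4 form a heterodimer that activates pluripotency-related genes.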

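The 4 groups of Sox2 F/F, Sox2Δ/Δ, Sox1/3Δ/Δ and Sox1/2/3Δ/Δ ESCs form a factorial design. An interaction of 0 on the log2 scale means that the loss of Sox2 and of Sox1/3 together changed a gene by the sum of the separate changes. Sox2 and Sox3 aside, the 28 other genes of Fig. 3E had a median sum of -1.88 and a median log2 fold change of -3.34 in Sox1/2/3Δ/Δ ESCs, and 23 of them lay below their sum. The interaction was past an FDR of 0.05 in edgeR for 22 genes below the sum and for 3 above it, Klf15, Socs3 and Tfcp2l1. It was -6.06 for Lefty2 (SE 0.141, FDR 2.65e-15), -4.98 for Tdgf1 (SE 0.118) and -4.80 for Fgf4 (SE 0.133, FDR 3.12e-14). Nanog had an interaction of -3.18 (SE 0.097, FDR 1.03e-13), and its value stayed between -3.25 and -3.06 with each library left out in turn. For Pou5f1 it was -0.998 (SE 0.0709, FDR 9.14e-09), which lost its call under DESeq2 with the fold threshold. Klf4 was changed by the sum within error (interaction 0.10, FDR 0.641). The interaction of Prdm14 was not past the threshold (-0.60, SE 0.42, FDR 0.3), but its error is too wide to tell whether the changes add up. The interaction of Otx2 was not past the threshold either (0.57, SE 0.502, FDR 0.424). Otx2 was already near the floor of 3 counts in Sox2Δ/Δ ESCs. A further fall could hardly be seen there, so its value cannot show whether the changes add up. Among all 17406 genes tested, 2462 had an interaction above 0 and 2985 one below 0. DESeq2 with the fold threshold moved these counts most, to 537 and 450, and kept 18 of the Fig. 3E genes below their sum.

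**Figure D1:**
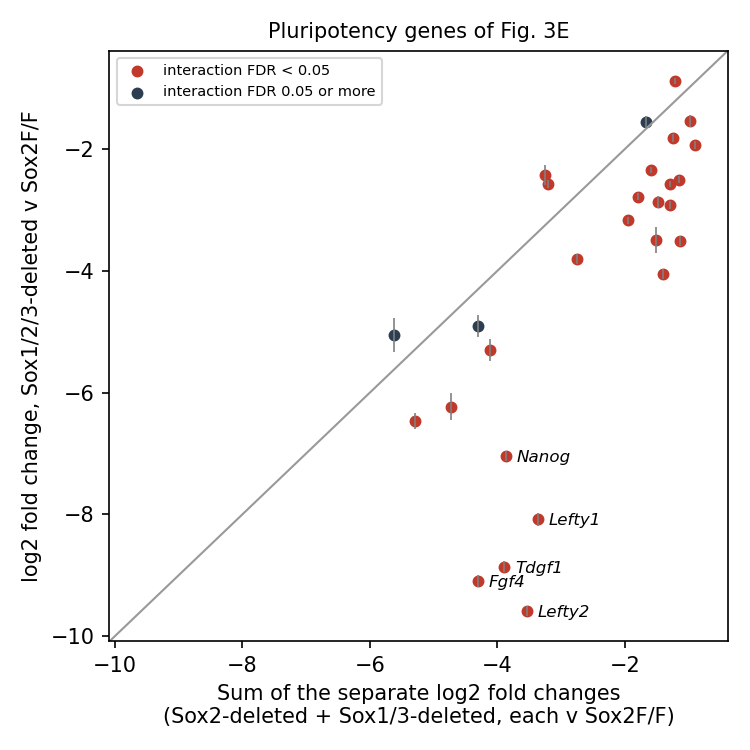
Each point is one of 28 genes of Fig. 3E: the x axis gives the sum of its log2 fold changes in Sox2Δ/Δ and in Sox1/3Δ/Δ ESCs, the y axis its log2 fold change in Sox1/2/3Δ/Δ ESCs, both against Sox2 F/F ESCs (3 libraries per group), with the SE of the y value as bars and the line of equality. Red points have an interaction with an FDR below 0.05 and dark points do not; 23 genes lie below the line, and the named genes lie more than 3 below it.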

Importantly, consistent with the observed phenotype, the removal of Sox2 in addition to Sox1/3 had a strong additive effect on the expression levels of pluripotency-associated genes (Fig. 3*E*). Focusing on significantly upregulated genes, we identified 36 genes in Sox1/3^Δ/Δ^, 3110 genes in the Sox2^Δ/Δ,^ and 3693 genes in Sox1/2/3^Δ/Δ^ *versus* control ESCs (Fig. 3*C*). 

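Against Sox2 F/F ESCs, 59 of 15632 genes were called up in Sox1/3Δ/Δ ESCs, and among those with a mean of at least 100 normalized counts, Id3 (1.55, SE 0.108, FDR 6.18e-07), Msc (1.43) and Inhbb (1.37) had the largest log2 fold changes. The count was 2773 of 16355 genes for Sox2Δ/Δ and 3310 of 16797 for Sox1/2/3Δ/Δ ESCs. Requiring at least 10 counts in every library lowered these counts to 28, 1848 and 2150, since genes silent in the controls are then left out. With no filter on low counts, 149 genes were called up in Sox1/3Δ/Δ ESCs, the largest move of that count. Ankrd1 was at least 66.1-fold and Stmn4 at least 56.1-fold higher in Sox2Δ/Δ than in Sox2 F/F ESCs, whose libraries had no more than 3 counts of either, and Acta1 rose by 7.82 on the log2 scale.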

The majority of genes up-regulated in Sox2^Δ/Δ^, but not Sox1/3^Δ/Δ^, cells were also up-regulated in Sox1/2/3^Δ/Δ^ cells (Fig. 3*C*). 

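Of the 2755 genes called up in Sox2Δ/Δ but not in Sox1/3Δ/Δ ESCs, 2399 were called up in Sox1/2/3Δ/Δ ESCs (87.1%), and 356 were not. A further 893 genes were called up in Sox1/2/3Δ/Δ ESCs alone, 39 in Sox1/3Δ/Δ ESCs alone and 16 in all 3 comparisons. With each library left out in turn, the shared count stayed between 2395 and 2548.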

Functional annotation of genes up-regulated in Sox2^Δ/Δ^ ESCs showed high enrichment of GO terms related to pattern specification process, cell fate commitment, and tissue morphogenesis (Fig. 3*D*). 

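Fig. 3F draws 23 genes, among them Krt8, Krt18, Cdx2, Gata3, Msx2, Tfap2a and Hand1. Of these, 22 were called up in Sox2Δ/Δ ESCs, with a median log2 fold change of 4.11, and Tead4 (0.98) fell short of the fold threshold. The libraries of the Sox2 F/F ESCs were at or under 3 counts for Cdx2 and Dppa1, and the median was the same with these 2 genes at their bounds. In Oct4-null ESCs 18 of 22 genes tested were called up, with a median of 1.81, and in Nanog-null ESCs 1 of 21, Krt8, with a median of 0.51. Adjusted over the list alone, the counts were 22, 18 and 2, and the study chose the list on these samples, so they are not independent evidence. Krt8 rose by 6.22 in Sox2Δ/Δ ESCs (SE 0.0589, FDR 3.19e-15), from 25 ± 1.48 to 1867 ± 54.4 CPM (SD, n = 3 each). Cdx2 had 132 to 145 counts per library in Sox2Δ/Δ and 0 to 3 in Sox2 F/F ESCs, at least 36.7-fold higher. Gata3 rose by 3.32 (SE 0.207, FDR 1.4e-08), Msx2 by 4.44 (SE 0.212, FDR 1.13e-09) and Tfap2a by 4.90 (SE 0.354, FDR 5.75e-08). Sox1/2/3Δ/Δ ESCs had 22 of the genes called up, again all but Tead4, with a median of 4.39, and Cdx2 was at least 60.5-fold higher than in Sox2 F/F ESCs.

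In Nanog-null ESCs Krt8 had 253 ± 10 CPM against 110 ± 9.76 in Nanog F/F ESCs (SD, n = 3 each, FDR 0.00631 from edgeR), and Cdx2 rose by 1.43 (SE 0.465, FDR 0.124). Without Nanog F/F replicate 3, Nanog-null replicate 1 or Nanog-null replicate 2, Krt8 was no longer called (FDR 0.0689 to 0.0803). Without Nanog F/F replicate 1, 3 genes of the list were called up, Cdx2 among them (2.02, FDR 0.0276), and Cdx2 was also called with all 30 libraries in one fit. DESeq2 called 2 genes of the list in Nanog-null ESCs. The rise after Sox2 loss exceeded that after Nanog loss for 21 of the 23 genes at an FDR below 0.05 in edgeR, and for 22 adjusted over the list alone. For Krt8 this difference was 5.00 (FDR 3.77e-10).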

Among the up-regulated transcripts, we found that panels of trophectoderm-specific genes previously described to be controlled by Oct4 were also highly derepressed in ESCs lacking Sox2 (22), but not Nanog, further supporting a close association between Sox2 ablation and the acquisition of TE identity (23) (Fig. 3*F*). Upon examination of publicly available Sox2-bound targets defined by ChIP-seq in ESCs, multiple TE-associated genes such as Cdx2, Gata3, Msx2, and Tfap2a were identified as direct targets of Sox2 (Fig. 3*G*). Conversely, expression levels of ectodermal (Pax6, Gfap, Neurod1, and Olig1) or mesendoderm (Flk1, Eomes, Hnf1b, and Mixl1) markers either not enhanced or only weakly increased after Cre infection (Table S1). 

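Of the ectodermal markers, Pax6 had a log2 fold change of 0.10 in Sox2Δ/Δ against Sox2 F/F ESCs (SE 0.362, FDR 0.813), Olig1 fell by 2.96 (SE 0.0906, FDR 1.77e-11) and Neurod1 fell by 1.07 (SE 0.214, FDR 0.000581). Neurod1 fell short of the fold threshold without Sox2 F/F replicate 3 (-0.93) and without Sox2Δ/Δ replicate 3 (-0.92). Gfap had 8, 18 and 13 counts in Sox2Δ/Δ and 6, 7 and 12 in Sox2 F/F ESCs, too few to be tested. Among the mesendoderm markers, Kdr, which encodes Flk1, had a log2 fold change of -0.27 (SE 0.334, FDR 0.47) and Mixl1 one of 0.63 (SE 0.392, FDR 0.162). Eomes fell by 0.54 (SE 0.124, FDR 0.00164), from 11.6 ± 1.26 to 7.98 ± 0.911 CPM (SD, n = 3 each).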

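Cer1 had 0 counts in all 6 libraries of the Sox2Δ/Δ and Sox2 F/F ESCs, which allows up to 3 counts in each. Fgf5 had 9, 7 and 6 counts in Sox2Δ/Δ and 4, 0 and 4 in Sox2 F/F ESCs and was not tested. Sox17 had a log2 fold change of -0.07 (SE 0.422, FDR 0.882). T had 19, 27 and 28 counts in Sox2Δ/Δ and 2, 1 and 2 in Sox2 F/F ESCs, at least 6.56-fold higher, and was called up. In Sox1/2/3Δ/Δ ESCs T had 10, 7 and 10 counts, too few for the test against Sox2 F/F ESCs, and it was lower than in Sox2Δ/Δ ESCs (log2 fold change -1.84, SE 0.368, FDR 0.00183). The interaction of Sox2 loss with Sox1/3 loss was also past the threshold for T (FDR 6.74e-05), but its size rests on the Sox2 F/F libraries at the floor of 3 counts. Counts this low limit what can be seen, and differences for Cer1 and Fgf5 were not detectable at this depth.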

Notably, Sox2^Δ/Δ^ ESCs expressed low (moderate) levels of epiblast markers, such as Cer1, Eomes, Fgf5, Sox17, and T, when compared to ESCs. Together, our results show that Sox2 shields naïve pluripotent cells from trophectoderm differentiation and that the Sox2 function in pluripotency is redundantly supported by its paralog Sox3.

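Sox1/2/3Δ/Δ and Sox2Δ/Δ ESCs were also compared directly, over 16378 genes. In Sox1/2/3Δ/Δ ESCs 219 genes were called up and 481 down. Of the 29 genes of Fig. 3E that could be tested, 17 were called down, the deleted Sox3 among them, and of the genes of Fig. 3F 3 were called up and 1 down, Hand1 (-1.08, SE 0.0965, FDR 2.36e-06). By the interaction in edgeR at an FDR below 0.05, 11 genes of Fig. 3F lay above the sum of the separate changes and 3 below it, Fgfr2, Hand1 and Rhox6. Nanog had a log2 fold change of -3.16, Tdgf1 had one of -5.40 and Lefty2 one of -6.15. Sox2 transcripts were not lower in Sox1/2/3Δ/Δ ESCs (log2 fold change 0.53, SE 0.26, FDR 0.136). The paper concludes that Sox2 holds naïve cells back from trophectoderm differentiation with Sox3 as a redundant partner. Part of its evidence is the loss of pluripotency gene expression, the rise of trophectoderm genes and the stronger effect without Sox1 and Sox3. The libraries here lack Sox1 and Sox3 only together and cannot tell them apart. For Sox3 rather than Sox1, the paper draws on colonies, proliferation, cell cycle and apoptosis of lines lacking Sox2 with either gene. For trophectoderm genes it also draws on published Sox2 ChIP-seq.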

**Figure 3:**
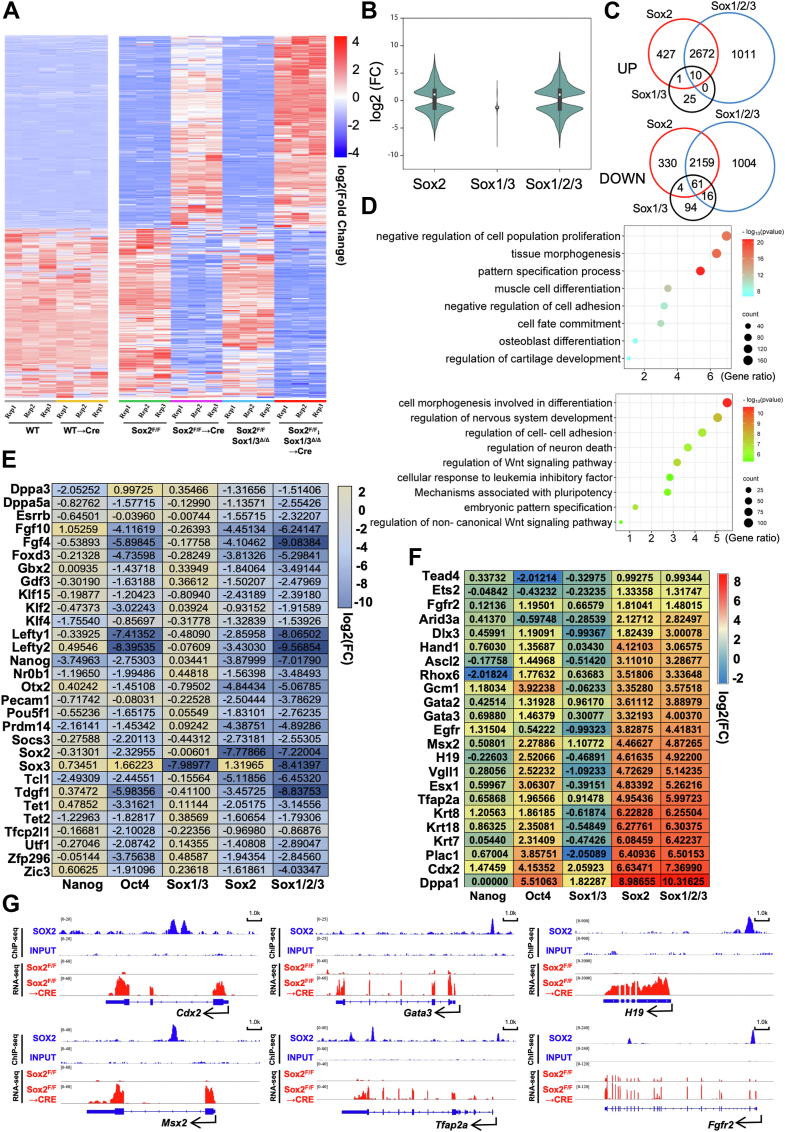
**Sox2 and Sox3 exert redundant effects on the control of pluripotency**. *A*, heatmap depicting fold changes in gene expression in ESCs of indicated genotypes. False discovery rate (FDR) < 0.05. Transcripts of significantly up- and down-regulated genes are highlighted *red* and *blue*, respectively. *B*, a violin plot comparing log2-fold changes of genes in ESCs deficient for Sox2, Sox1/3, and Sox1/2/3. *C*, Venn diagram showing overlap of upregulated (*top*) or downregulated (*bottom*) genes between Sox2^Δ/Δ^, Sox1/3^Δ/Δ^, and Sox1-3^Δ/Δ^ ESCs. *D*, GO analysis of genes up-regulated (*top*) and down-regulated (*bottom*) in Sox2^F/F^ cells transfected with Cre for 72h. *E* and *F*, Heatmaps showing the expression levels of genes involved in (E) pluripotency maintenance and (F) trophectoderm lineage specification in ESCs of indicated genotypes. *G*, genomic snapshots of genes associated with TE development, showing Sox2 ChIP-seq and RNA-seq in Sox2^F/F^ cells (before and after Cre transfection). Published ChIP-seq data for Sox2 were obtained from the NCBI GEO database (GEO: GSE81168).

### Sox2-deficient stable cell lines exist in a primed state of pluripotency

The moderate induction of the typical EpiSC marker T achieved by ablating Sox2 in ESCs prompted us to examine the temporal expression of a panel of genes characteristic of epiblast lineages along with a number of TE- and pluripotency-associated markers in Sox2^F/F^ ESCs following lenti-Cre infection (Fig. 4*A*). Western blot analysis revealed that Cdx2 was easily detected as early as 4 days after Cre infection and plateaued around day 6 (Fig. 4*B*). The transition from naïve to primed state initiated as early as day 4 with gradually increased expression of Foxa2 and Fgf5, closely followed by expression of T and SOX17. In parallel with the expression of those lineage-defining markers, protein levels of pluripotency factors Oct4, Nanog, and Dppa3 declined following Sox2 deletion in ESCs (Fig. 4*B*), indicating a progression toward differentiation. Interestingly, Oct4 was decreased rapidly to the lowest level at day 7 and gradually recovered thereafter, suggesting pluripotent cells exist during culture. The naïve-to-primed transition of Sox2^Δ/Δ^ cells was also monitored by immunofluorescence microscopy to detect the expression profile of epiblast marker T alongside TE marker CDX2 (Fig. 4*C*). In Sox2^F/F^ ESCs cells, cells positive for T and CDX2 were rarely observed, indicating the undifferentiated nature of the cells. As illustrated in Figure 4*C*, CDX2 was readily detected in the vast majority of cells upon Sox2 depletion. However, we also identified a small population of cells that arose later (at day 4) and expressed T but are negative for CDX2 (Fig. 4*C*). When dissociated to single cells with either collagenase or trypsin, Sox2^Δ/Δ^ T^+^, but not Sox2^Δ/Δ^ CDX2^+^ cells, could be propagated in conventional mouse ESC culture conditions without exogenous Fgf2/Activin A supplementation. Thus, Sox2 maintains ESC identity, primarily by suppressing trophectoderm differentiation and preventing the adoption of features resembling primed pluripotency.

**Figure 4:**
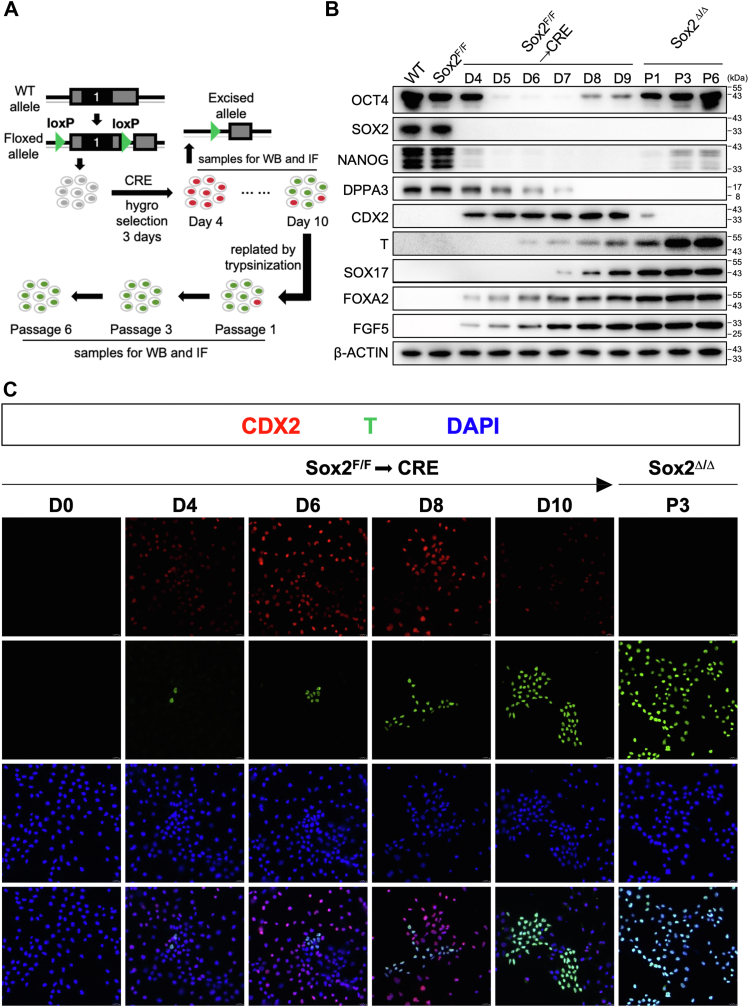
**Sox2 ablation results in dynamic changes in gene expression characteristics of postimplantation epiblasts and trophoblast lineages**. *A*, The schematic diagram illustrating the chronological sequence and critical stages of the experimental procedure. *B*, Western blot for selected proteins in Sox2^F/F^ ESCs following lenti-Cre infection. β-Actin served as a loading control. C, Immunofluorescence analysis for CDX2 (*red*), T (*green*), or DAPI (*blue*) in Sox2^F/F^ or Sox2^F/F^ ESCs following lenti-Cre infection. The images were captured using confocal microscopy with a 63x objective lens. Merge, merged images. D, day; P, passage.

We observed 2665 (1656 up, and 1009 down) differentially expressed genes in Sox2^Δ/Δ^ T^+^ cells compared with Sox2^F/F^ cells (Table S6). Those genes highly correlated and overlapped with those altered in the established EpiSC lines (Fig. S4*B*) (24). 

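The T+ cells are Sox2 F/F ESCs that survived the loss of Sox2 as a stable line expressing T, and they were compared with a second set of Sox2 F/F ESC libraries, listed with them, 3 biological replicates of each. The totals of these 6 libraries had a median of 22800333 in T+ cells (21534280 to 28106637) and of 27121512 in Sox2 F/F ESCs (26428425 to 28852177). Sox2 had 185 to 216 counts per library in T+ cells and 12023 to 13605 in Sox2 F/F ESCs, a log2 fold change of -5.83 (SE 0.0623, FDR 1.66e-09). Of 16698 genes tested with edgeR's quasi-likelihood test, 1643 were called up and 999 down. The alternative that moved these counts most, a minimum of 10 counts in every library, left 1050 genes called up. Lhx1 was at least 142-fold, Foxa2 at least 75.7-fold and Cer1 at least 48.4-fold higher in T+ cells, the controls having no more than 3 counts of each. Efhc2 and Smc1b fell by 4.79 and 4.56 on the log2 scale.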

GO analysis on the upregulated differentially expressed genes showed that these genes were primarily linked to developmental processes, including embryonic morphogenesis, pattern specification process, and cell fate commitment (Fig. S4*C*). In contrast, downregulated genes were specifically enriched for genes associated with the meiotic cell cycle, embryonic pattern specification, and pathways regulating the pluripotency of stem cells. Analysis of Sox2^Δ/Δ^ T^+^ cells for expression of ESC-specific markers, such as Oct4 and Nanog, showed that Oct4 was expressed at comparable levels in Sox2^F/F^ cells, while Nanog was strikingly underexpressed (Fig. 4*A*). Naive pluripotency-associated genes including Klf4, Nr0b1, Esrrb, which were highly expressed in ESCs, were either not significantly changed (Cdh1 and Acvr2b) or decreased (Klf4, Klf2, Esrrb, Nr0b1, Tbx3, and Gbx2) in Sox2^Δ/Δ^ T^+^ cells. Genes involved in the germ cell differentiation, such as Dppa3, Pecam1, Stra8, and Dazl, which are commonly expressed in ESCs, significantly decreased or not detected in Sox2^Δ/Δ^ T^+^ cells (Fig. 4*A*). On the other hand, transcripts coding for Fgf5, Fgf8, Nodal, T, Foxa2, Gata6, Sox17 and Cer1, genes specifically expressed in the late epiblast and early germ layers, were expressed at higher levels in Sox2^Δ/Δ^ T^+^ cells, in contrast to their low levels in ESCs (Fig. 5, *A* and *B*). Therefore, Sox2^Δ/Δ^ T^+^ cells share a gene expression program reminiscent of EpiSCs, rather than that of ESCs.

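The genes drawn in Fig. 5A were also measured by the RNA-seq of T+ cells and Sox2 F/F ESCs. Of the 22 genes given there for ESCs, 21 were called down in T+ cells, with a median log2 fold change of -2.35, and Zfp42 (-0.95) fell short of the fold threshold. Of the 25 genes given for EpiSCs, 24 were called up, all but Plin2 (0.30, SE 0.0841, FDR 0.0152). Their median was 3.70, or 3.30 with the 4 genes at or under 3 counts in the control libraries put at their bounds. Adjusted over the list alone, the counts were the same. Dppa3 fell by 3.82 (SE 0.0877, FDR 3.45e-08), Stra8 by 4.12 and Dazl by 3.01. Fgf5 rose by 6.74 (SE 0.249, FDR 2.47e-07), T by 6.39 (SE 0.157, FDR 3.97e-08) and Nodal by 1.42. T stayed between 6.13 and 6.57 with each library left out in turn. Pou5f1 differed by 0.13 (SE 0.0571, FDR 0.0829), and Nanog fell by 1.32 (SE 0.0495, FDR 2.58e-07). EpiSC lines were not analysed here. From the low level of ESC genes and the high level of EpiSC genes, the paper concludes that T+ cells share a program reminiscent of EpiSCs more than of ESCs.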

**Figure 5:**
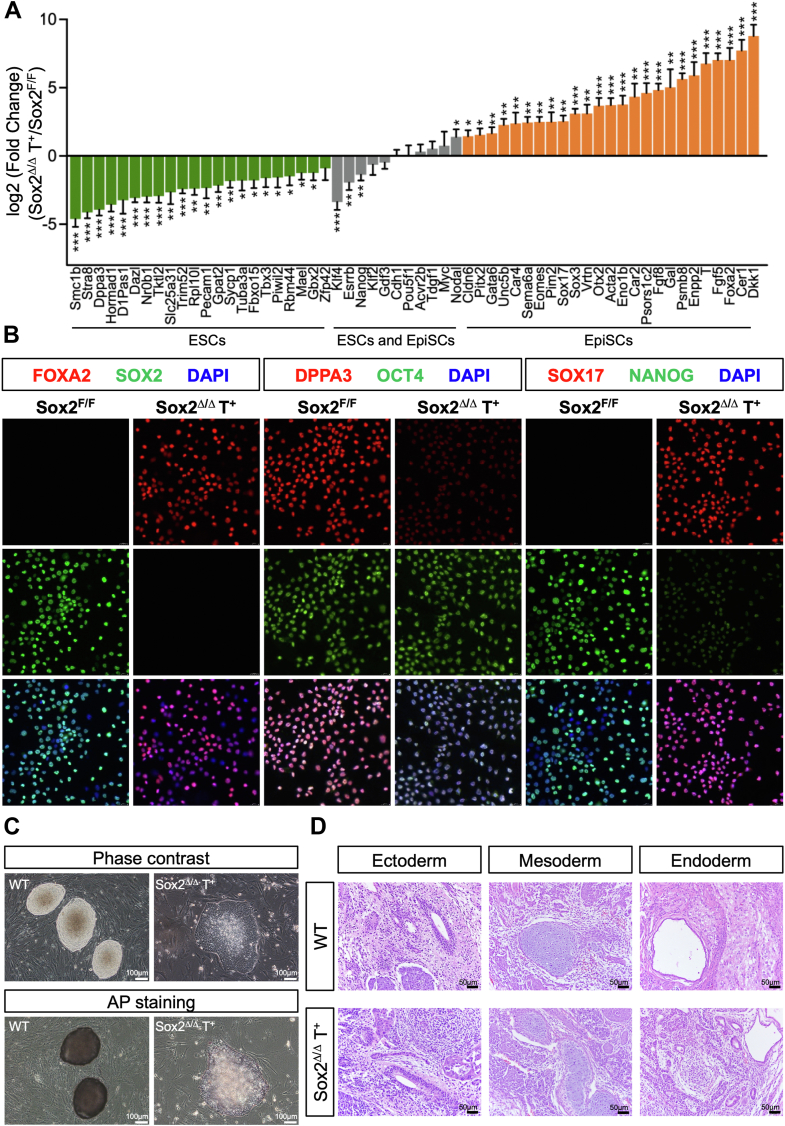
**Sox2-deficient stable cell lines exist in a primed state of pluripotency**. *A*, RT–qPCR analysis of the expression of pluripotency markers specific for ESCs and/or in Sox2^Δ/Δ^ T+ cells. All data are normalized to β-actin and shown relative to control ESCs (set at 1.0). Data were obtained from three independent experiments and expressed as the mean ± SD. (∗*p* < 0.05, ∗∗*p* < 0.01, ∗∗∗*p* < 0.001). *B*, immunofluorescence staining of Foxa2, Dppa3, Sox17 (*red, up*), Sox2, Oct4, and Nanog (*green, middle*) in Sox2^F/F^ or Sox2^Δ/Δ^ T+ cells. DAPI (*blue*) was used to visualize cell nuclei. The image of the merged channels is shown at the *bottom*. The images were captured using confocal microscopy with a 63x objective lens. Merge, merged images. *C*, *top*, phase-contrast images of colonies cultured on a layer of MEFs. *Bottom*, representative images of AP staining of colonies of indicated genotypes cultured on a feeder layer of MEFs. Scale bar, 100 μm. *D*, representative images of tissues of all three germ layers, including gut epithelium (endoderm), cartilage (mesoderm), and neural rosette (ectoderm), from H&E staining of teratomas generated from ESCs of the indicated genotypes. Shown is a representative of three injected mice. Scale bars, 50 μm.

Consistent with the gene expression profile, the CpG islands in the promoter regions of the Oct4 gene were almost completely unmethylated in both Sox2 ^F/F^ and Sox2^Δ/Δ^ T^+^ (Fig. S4*D*) (25). However, the promoter regions of Dppa3 were hypomethylated in Sox2 ^F/F^ ESCs but heavily methylated in Sox2^Δ/Δ^ T^+^ cells (26). In addition, two cis-regulatory elements, the distal and proximal enhancers (DE and PE), differentially control expression of the Oct4 gene in the ICM (ESCs) and postimplantation epiblast (EpiSCs), respectively (6, 27). Sox2^Δ/Δ^ T^+^ maintained in ESC medium showed strong activity in the Oct4-proximal enhancer PE, in contrast with Sox2^F/F^ ESCs, which mainly exhibit activity in the DE, (Fig. S4*E*). The Sox2^Δ/Δ^ T^+^ cells were assessed for their ability to form colonies after seeding on a feeder layer. After 5 to 7 days, most cultures revealed large, flattened colonies having weak AP activity, which generally marks pluripotent stem cells such as mouse ESCs (Fig. 5*C*). Of note, we obtained very similar results with 129-derived ESCs (E14Tg2a), thereby suggesting a general phenomenon (Figs. S5, *A*–*G* and S6*A*). Thus, Sox2^Δ/Δ^ T^+^ cells share common features of EpiSCs with respect to gene expression patterns, morphology, and epigenetic profiles.

To further determine the pluripotency of Sox2^Δ/Δ^ T^+^ cells, these cells were subcutaneously injected into immunocompromised mice to test the efficiency of teratoma formation. Remarkably, Sox2^Δ/Δ^ T^+^ cells efficiently formed teratomas consisting of multilineage tissues derived from all three germ layers (Fig. 5*D*). Extensive differentiation was evident and included cartilage, muscle, neural rosettes, gastrointestinal epithelium, and adipocytes among others. Taken together, our findings support the notion that, despite the presence of LIF and other growth factors from the serum or secreted by the feeders, Sox2^Δ/Δ^ T^+^ cells adapt a pluripotent state that highly resembles EpiSCs.

### Autocrine Fgf and Nodal signaling are required for the acquisition and maintenance of Sox2^Δ/Δ^ T^+^ cells

It is well established that EpiSCs rely on Fgf and Nodal/Activin signaling to maintain their undifferentiated state (Fig. 6*A*). However, Sox2^Δ/Δ^ T^+^ cells could be obtained and stably propagated in an ESC medium without exogenous Fgf and Activin A. This prompted us to explore the role of these two signaling pathways in Sox2-mediated naïve-primed transition. To determine if signaling from Nodal/Activin receptor family is essential for the phenotypes observed in Sox2 null cells, we generated knockout of Inhba (the gene encoding Activin A), Nodal, or double knockout of Activin type II receptors A and B (Acvr2a/b) ESCs harboring floxed alleles of Sox2 (Sox2^F/F^) (Figs. 6*B* and S6*B*). These mutant ESCs did not exhibit any overt phenotype, demonstrated strong AP staining and formed compact colonies morphologically indistinguishable from Sox2^F/F^ (Figs. 6*C* and S6*C*). Next, these mutants harboring floxed alleles of Sox2 were infected with lenti-Cre. Surprisingly, following removal of Sox2 in addition to Inhba, the extent of EpiSC-specific gene activation was comparable to that of Sox2^Δ/Δ^ cells, as evidenced by immunofluorescence and Western blot (Fig. 6, *D* and *E*), and these mutant cells displayed the flattened two-dimensional colony morphology similar to that of the Sox2^Δ/Δ^ T^+^ cells indicative of the naïve-to-primed transition (Fig. S6*C*). However, we observed a complete loss of EpiSC-specific gene activation following the removal of Sox2 in addition to Nodal or Acvr2a/b (Fig. 6, *C*–*E*). In addition, Sox2^Δ/Δ^; Nodal^Δ/Δ^ and Sox2^Δ/Δ^; Acvr2a/b^Δ/Δ^ cells lost the ability to form colonies on feeder layers (Figs. 6*C* and S6*C*). This indicates that the acquisition and maintenance of primed pluripotency in Sox2^Δ/Δ^ T^+^ cells strongly depend on Nodal rather than Activin A signaling, which is consistent with an increase in Nodal levels in these cells (Fig. 5*A*).

**Figure 6:**
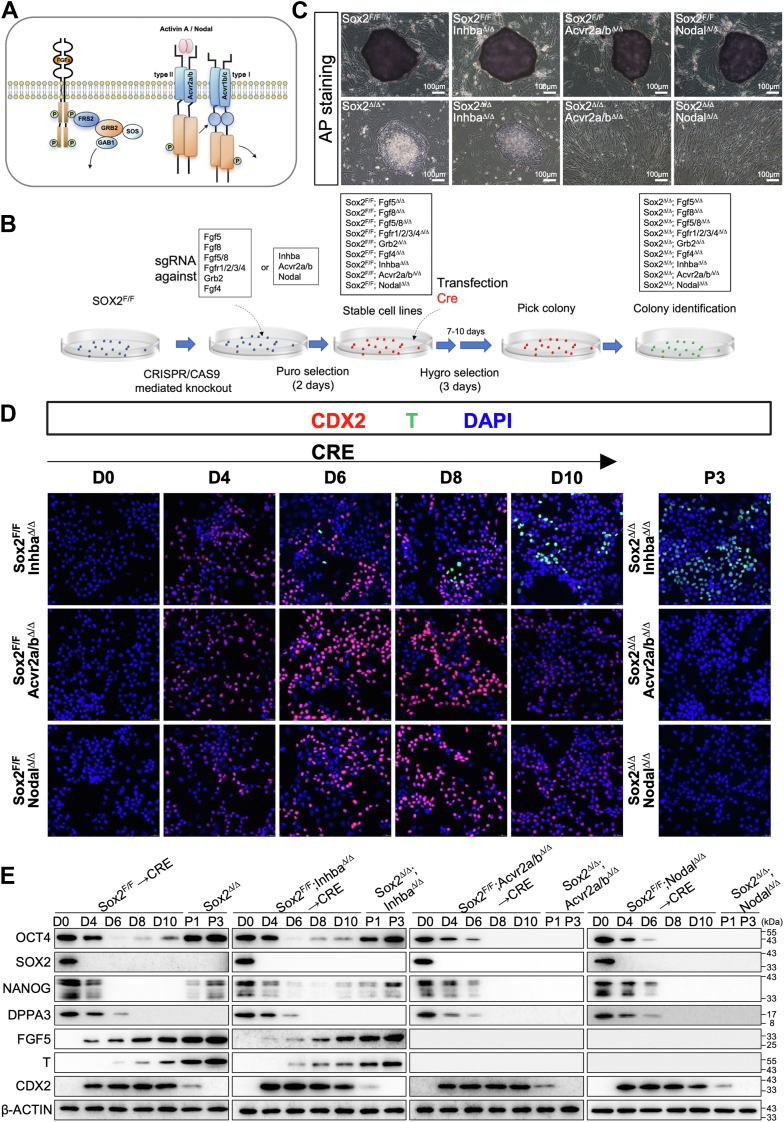
**Autocrine Nodal signaling is required for the acquisition and maintenance of Sox2^Δ/Δ^ T^+^ cells.***A*, schematic model of the Fgf and Activin signaling cascade in ESCs. *B*, schematic representation of experimental procedures. *C*, representative images of AP staining of colonies of indicated genotypes cultured on a feeder layer of MEFs. Scale bar, 100 μm. *D*, immunofluorescence analysis for CDX2 (*red*), T (*green*), or DAPI (*blue*) in ESCs of indicated genotypes following lenti-Cre infection. All images were shown merged with the *green* and *red* fluorescent channels. The images were captured using confocal microscopy with a 63x objective lens. *E*, Western blot analysis of indicated protein levels in cells with indicated genotypes. β-Actin served as a loading control. D, day; P, passage.

To select the most prominent Fgfs among all 22 members of the Fgf family, we first performed qRT-PCR to analyze the expression of all Fgf genes in Sox2^Δ/Δ^ T^+^ cells. Compared with their parental counterparts, Sox2^Δ/Δ^ T^+^ cells displayed a slight increase in Fgf15 and a dramatic increase in Fgf5 and Fgf8 (Fig. S7*A*). Notably, ablation of Sox2 in ESCs resulted in a reduction of mRNA levels of Fgfr3/4, but not Fgfr1/2. We then generated single or combined knockout of Fgf5, Fgf8, Fgf receptors1–4 (Fgfr1–4) and Grb2, which is an adaptor protein required for signaling downstream of Fgf receptors, ESCs harboring floxed alleles of Sox2 (Sox2^F/F^) (Figs. S7*B* and S8*A*). These conditional mutants retained characteristics typical for undifferentiated ESCs, except Sox2^F/F^; and Grb2^Δ/Δ^, which displayed a low proliferation rate (Fig. 7, *A*–*C*). Interestingly, these mutants also displayed an elevated level of Nanog, suggesting a close association between Fgf signaling and Nanog repression in ESCs (Fig. 7*C*). As shown in Figure 7, *B* and *C*, loss of Fgf5 or Fgf8 in Sox2^Δ/Δ^ ESCs resulted in a robust induction in the expression of EpiSC-specific markers, and these compound mutants appeared to be flat in colony morphology similar to that of the Sox2^Δ/Δ^ T^+^ cells, suggesting the naïve-to-primed transition. Astonishingly, Sox2^Δ/Δ^; Fgf5/8^Δ/Δ^ cells formed dome-shaped colonies that morphologically resembled the control undifferentiated ESCs (Fig. 7*A*). Additionally, combined knockout of Fgf5/8 in Sox2^Δ/Δ^ completely eliminated the up-regulation of the EpiSC-specific markers, consistent with retention of pluripotency markers Oct4, Nanog, and Dppa3 (Fig. 7*C*), suggesting that there exists a significant level of functional redundancy between Fgf5 and Fgf8 during the transition from naive to primed pluripotency. In line with these findings, the phenotypes of Sox2^Δ/Δ^;Fgf5/8^Δ/Δ^ were shared with Sox2^Δ/Δ^; Fgfr1-4^Δ/Δ^ and Sox2^Δ/Δ^; Grb2^Δ/Δ^, indicating a rescue of the naive to primed conversion in the absence of Fgf5/8, Fgfr1-4, or Grb2 (Fig. 7, *A*–*C* and S8*B*). Notably, we found that Fgf4, which is the most highly expressed paralog in the Fgf gene family in undifferentiated ESCs, was also required for the naïve-primed state conversion in Sox2^Δ/Δ^ T^+^ cells (Figs. 7*A*, S8, *B* and *C*). This is consistent with previous observations that Fgf4-deficient ESCs are refractory to differentiation (28). Therefore, autocrine Fgf and Nodal are vital components of signaling pathways that control the transition from naïve to primed pluripotency in Sox2-null cells.

**Figure 7:**
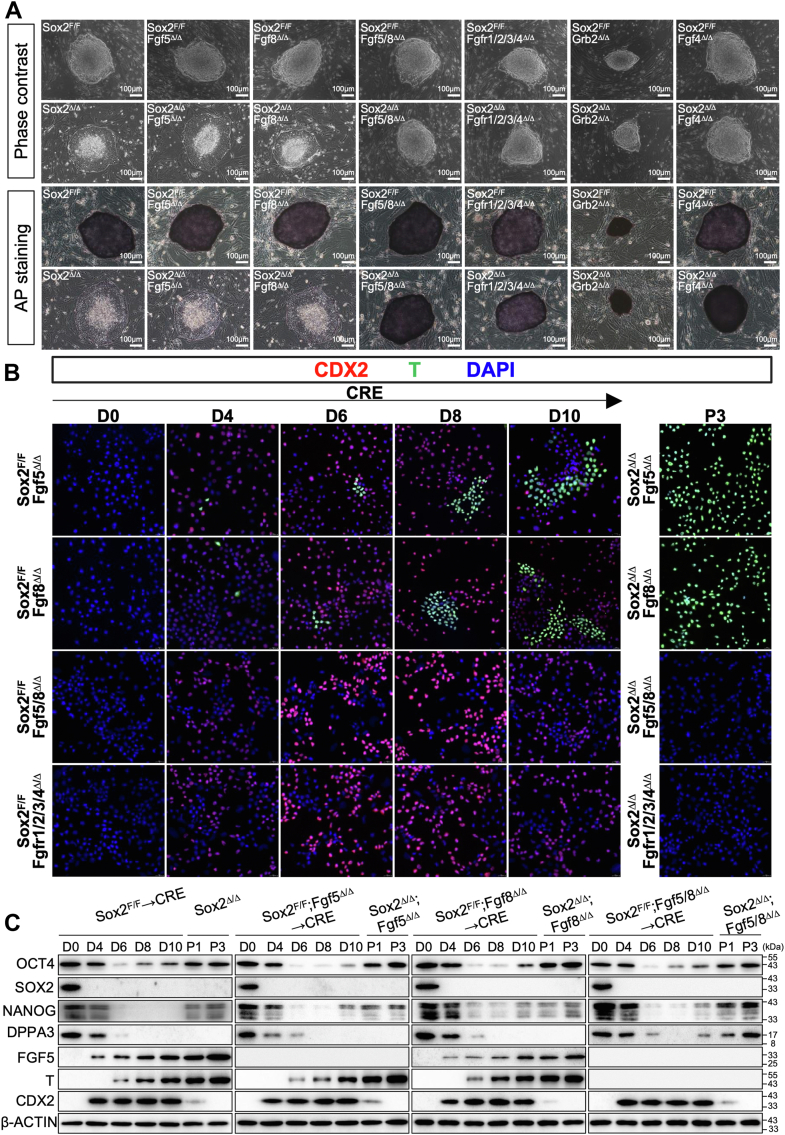
**Signaling by Fgf is of critical importance in the acquisition and maintenance of Sox2^Δ/Δ^ T^+^ cells**. *A*, *Top*, phase-contrast images of colonies cultured on a layer of MEFs. *Bottom*, representative images of AP staining of colonies of indicated genotypes cultured on a feeder layer of MEFs. Scale bar, 100 μm. *B*, Immunofluorescence analysis for CDX2 (*red*), T (*green*), or DAPI (*blue*) in ESCs of indicated genotypes following lenti-Cre infection. All images were shown merged with the *green* and *red* fluorescent channels. The images were captured using confocal microscopy with a 63x objective lens. *C*, Western blot analysis of indicated protein levels in cells with indicated genotypes. β-Actin served as a loading control. D, day; P, passage.

### Sox3 compensates for the function of Sox2 in the maintenance of primed pluripotency

Probing deeper into the molecular mechanisms of coordinating the naïve to primed transition, we tested whether the derepression of primed pluripotency-associated transcription factors led to the cell fate conversion observed in Sox2^Δ/Δ^ T^+^ cells. 

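In the RNA-seq of T+ cells against Sox2 F/F ESCs, Otx2 had 25.8 ± 2.31 CPM in T+ cells and 2.76 ± 0.0914 in Sox2 F/F ESCs (SD, n = 3 each), a log2 fold change of 3.22 (SE 0.0987, FDR 1.2e-07). It stayed between 3.15 and 3.27 with each library left out in turn. Zic2 fell by 1.17 (SE 0.0808, FDR 7.44e-06).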

In Sox2^Δ/Δ^ T^+^ cells, we observed dramatic upregulation of Otx2, but not Zic2 or Zic3 (Figs. 8*A* and S9*A*), which were recently shown to function during the transition from the naïve to primed states of pluripotency (10, 11). Using the procedure described in Figure 6*B*, we found that, loss of Otx2 in Sox2^Δ/Δ^ ESCs led to a fairly normal expression of T, and these mutant cells grew as large flat colonies (Fig. S9, *B* and *C*). Similarly, induction of EpiSC-specific genes following the removal of Sox2 in addition to Otx1-3 were highly comparable to the changes observed in Sox2^Δ/Δ^;Otx2^Δ/Δ^ cells (Figs. 8*B*, S9, *B* and *C*), suggesting no redundant function within the Otx family with respect to this phenotype. Importantly, after 2 to 3 passages, the great majority of both knockout colonies displayed domed morphology with strong AP staining, almost complete extinction of T^+^ cells (Fig. S9*C*). These findings indicate that Otx2 is required for maintaining the stability of primed pluripotency but not for the initial transition from the naïve to primed states, in agreement with previous observations (10).

**Figure 8:**
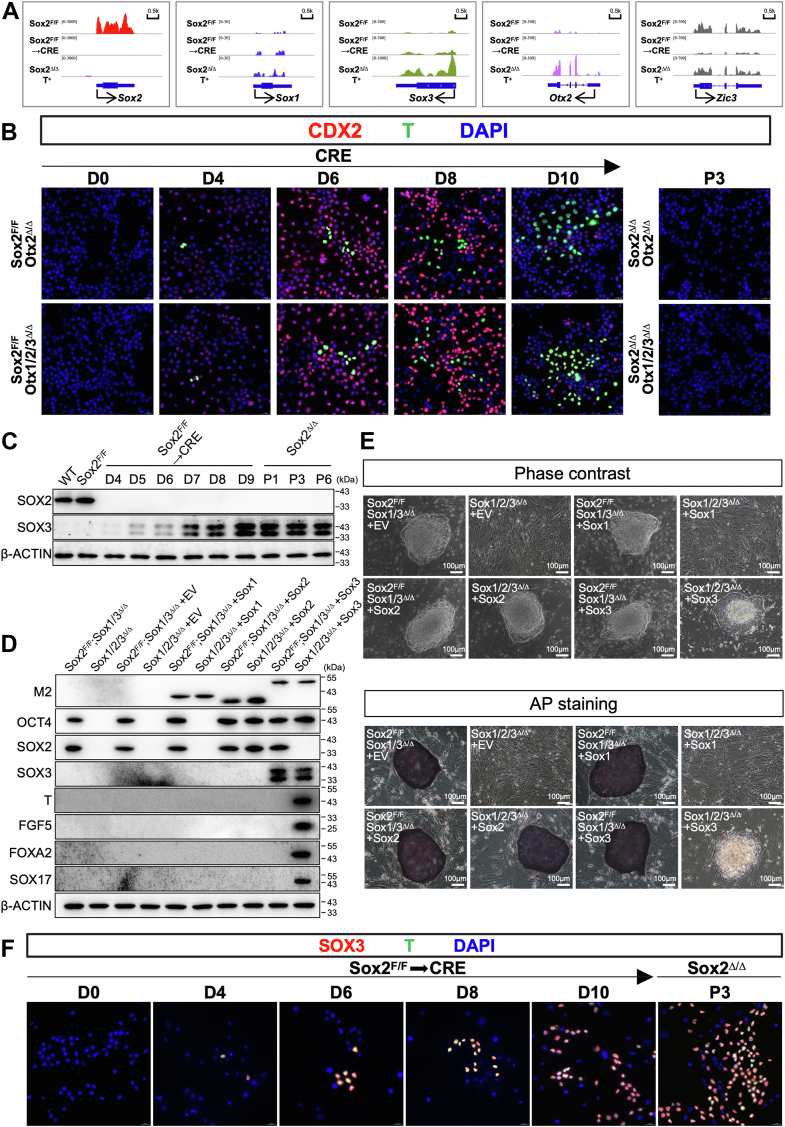
**Sox3 compensates for the function of Sox2 in the maintenance of primed pluripotency**. *A*, representative genome browser screenshots of RNA-seq tracks illustrating RNA expression of the corresponding genes in cells of indicated genotypes. *B*, immunofluorescence analysis for CDX2 (*red*), T (*green*) or DAPI (*blue*) in ESCs of indicated genotypes following lenti-Cre infection. All images were shown merged with the *green* and *red* fluorescent channel. The images were captured using confocal microscopy with a 63x objective lens. *C*, Western blot for Sox2 and Sox3 in Sox2^F/F^ ESCs following lenti-Cre infection. β-Actin served as a loading control. *D*, Western blot for selected proteins in cells with indicated genotypes. β-Actin served as a loading control. *E*, *Top*, phase-contrast images of colonies cultured on a layer of MEFs. *Bottom*, Representative images of AP staining of colonies of indicated genotypes cultured on a feeder layer of MEFs. Scale bar, 100 μm. EV, empty vector. *F*, immunofluorescence analysis for Sox3 (*red*), T (*green*), or DAPI (*blue*) in ESCs of indicated genotypes following lenti-Cre infection. All images were shown merged with the *green* and *red* fluorescent channels. The images were captured using confocal microscopy with a 63x objective lens. D, day; P, passage.

It has been well established that Sox2 and Oct4 form heterodimers to cooperatively activate pluripotency-associated genes for the maintenance of naïve pluripotency (21, 23). In addition, coablation of Sox3 and Sox2 resulted in severe phenotypes such as complete loss of pluripotency-associated gene expression that were not observed in single mutants (Fig. 3*E*). Therefore, we hypothesized that Oct4 switches partnering from Sox2 to Sox3 to initiate the transcriptional transition to primed pluripotency in Sox2^Δ/Δ^ T^+^ cells. 

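In Sox1/2/3Δ/Δ ESCs 29 of the 30 genes of Fig. 3E, the deleted Sox2 and Sox3 among them, were called down against Sox2 F/F ESCs, all but Tfcp2l1 (-0.89), with a median log2 fold change of -3.51. In Sox1/3Δ/Δ ESCs Sox3 alone was called down, and the median was -0.05. Nanog had a log2 fold change of 0.02 in Sox1/3Δ/Δ (FDR 0.667) and of -7.04 in Sox1/2/3Δ/Δ ESCs (SE 0.0848, FDR 9.31e-20). In Sox1/2/3Δ/Δ ESCs 3.12 ± 0.452 CPM of Nanog remained, against 410 ± 17.1 in Sox2 F/F ESCs (SD, n = 3 each). Pou5f1 fell by 2.79 (SE 0.0552, FDR 3.2e-17), Esrrb by 2.35, Tdgf1 by 8.86 (SE 0.0922, FDR 2.08e-20) and Lefty1 by 8.08.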

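In the RNA-seq of Sox2Δ/Δ ESCs, sampled at 1 time after Cre, Sox3 had 6.04 ± 0.324 CPM against 2.44 ± 0.256 in Sox2 F/F ESCs (SD, n = 3 each). Its log2 fold change was 1.31 (SE 0.164, FDR 1.05e-05) and stayed between 1.21 and 1.36 with each library left out in turn. Sox1 had 13, 21 and 13 counts in Sox2Δ/Δ and 6, 7 and 13 in Sox2 F/F ESCs, a log2 fold change of 0.78 (SE 0.413, FDR 0.104). At counts this low, a rise of Sox1 as large as that of Sox3 cannot be excluded.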

In support of this idea, RNA-Seq and RT-qPCR analysis revealed that the expression of Sox3,but not Sox1, increased immediately after lenti-Cre infection of Sox2^F/F^ ESCs and reached a peak around day 9 and then remained at that level thereafter (Figs. 8*A* and S9*A*). Western blot analysis over the differentiation period confirmed these dynamics (Fig. 8*C*). In contrast, Otx2 was initially significantly downregulated, maintaining these levels until at least day 8, but heavily elevated by the time the primed state was acquired (Fig. S9*A*). 

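Otx2 had 6, 4 and 6 counts in Sox2Δ/Δ ESCs, against 118, 146 and 175 in Sox2 F/F ESCs, a log2 fold change of -4.82 (SE 0.282, FDR 7.74e-09). It stayed between -4.98 and -4.62 with each library left out in turn. The effect in T+ cells minus that in Sox2Δ/Δ ESCs, each against its own Sox2 F/F libraries, was 8.04 on the log2 scale (SE 0.26, FDR 1.28e-11). The 2 experiments have separate control libraries, in which Otx2 differed by 1.42 (SE 0.165, FDR 1.6e-05).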

The above-mentioned Sox1/3^Δ/Δ^; Sox2^F/F^ ESCs were used to further address the roles of Sox3 in the acquisition and maintenance of primed pluripotency. As expected, ectopic expression of Sox2 completely rescued the phenotypic defects observed in Sox1-3^Δ/Δ^ cells (Fig. 8, *D* and *E*). The rescued cells formed more compact and domed colonies that resembled ESC colony morphology and expressed AP. Importantly, the transgenic re-expression of Sox3 prevented the further decline in pluripotency protein levels observed in Sox1-3^Δ/Δ^ cells and produced flat colonies of compact cells characteristic of EpiSCs, hallmarked by the expression of epiblast genes like T and many lineage-specific genes (Fgf5, Foxa2, and Sox17). This finding is in line with recent reports indicating that Sox2 and Sox3 operate in a functionally redundant way to maintain the identity of primed EpiSCs (29). The Sox3-expressing Sox1-3-null cells could be passaged and maintained for at least 30 passages without any change in colony morphology (Fig. 8, *D* and *E* and S9*D*). In contrast, ectopic expression of Sox1 failed to rescue the triple mutant phenotype. These findings were further supported by immunofluorescence staining, demonstrating that Sox3 was coexpressed with T, but not Cdx2, during the naïve-to-primed pluripotency transition (Fig. 8*F*). Moreover, similar results were observed when the rescue assay was carried out in Sox2^F/F^ ESCs (Fig. S10, *A* and *B*). Collectively, our findings indicate the functional redundancy between Sox2 and Sox3 in preserving pluripotency in primed EpiSCs and suggest that further studies are needed to delineate the molecular mechanisms of core transcriptional regulatory circuitry in pluripotent Sox2-null cells.

## Discussion

Although both ESCs and EpiSCs exhibit the ability to give rise to all cell types arising from the three germ layers, these two types of pluripotent cells are clearly distinguished by their behavior, morphologies, growth factor requirements, transcriptional and epigenetic profiles, and developmental potential (6, 7). Interestingly, these two states can also be interconverted *in vitro* through the induction of extrinsic signaling or genetic modification (25, 30, 31, 32). EpiSCs can be reverted to naïve cells by ectopic overexpression of a variety of transcription factors associated with naïve pluripotency including Klf4, Klf2, c-Myc, and Nanog, under LIF-containing conditions (25, 31). Notably, a similar conversion of EpiSCs from permissive strains to ESCs is achieved upon exposure to LIF/Stat3 signaling alone (25, 30). Likewise, naïve cells or ICM cells can be gradually converted to a primed state closely resembling EpiSCs by culturing with Activin A and Fgf2 (25, 33). It has been proposed that two pluripotent states can be considered a metastable equilibrium governed by the genetic background where exogenous factors can convert one state into another (25). However, the molecular mechanism controlling the EpiSCs state and naïve-primed pluripotent transition remains to be fully clarified.

To obtain insights into the molecular mechanism underlying the interconversion between naïve and primed pluripotent states, we first performed a CRISPR-based loss-of-function screen in ESCs to detect genes essential for the transition from naïve to primed state. Surprisingly, Sox2 was identified as a candidate factor affecting the transition (Fig. 1). The role of Sox2 in stem cell self-renewal and the acquisition and maintenance of naïve pluripotency is well-documented (9, 20, 34). Like Oct4 knockout mice, mutant mice lacking Sox2 are embryonically lethal due to the failure to form pluripotent ICM (20, 23). Similarly, the elimination of Sox2 in already established ESCs results in the loss of self-renewal and pluripotency, which is coupled with inappropriate differentiation to trophectoderm (23). Indeed, after infection of Sox2^F/F^ ESCs with Cre lentivirus, we observed that the vast majority of infected cells were positive for Cdx2, consistent with the established role of Sox2 in trophoblast development (23) (Fig. 3). However, we also identified a small population of cells that express epiblast marker T but were negative for Cdx2 (Fig. 4).

Sox2^Δ/Δ^ T^+^ cells grew as large flat, monolayer colonies and were thus morphologically distinct from mouse ESCs, which form three-dimensional domed colonies. Sox2 null stable cells showed a very weak AP activity, thus demonstrating their primed pluripotent state (Fig. 5). Although Sox2^Δ/Δ^ T^+^ cells continued Oct4 expression compared to their parental counterpart cells, many pluripotency-associated transcription factors for ESCs, including Nanog, Dppa3, Esrrb, Zfp42, Nr0b1, and Klf4, were absent or expressed at low levels in Sox2^Δ/Δ^ T^+^ cells, strongly suggesting that these cells may possess a distinct regulatory circuitry underlying pluripotency (Fig. 5*A*). In contrast, genes associated with the epiblast and early germ layers, such as Fgf5, T, Otx2, Foxa2, Dkk1, Sox17, and Cer1, were expressed at higher levels in Sox2^Δ/Δ^ T^+^ cells. Sox2^Δ/Δ^ T^+^ cells showed the unique epigenetic states of postimplantation epiblast, including the preferential use of the PE over the DE to drive Oct4 expression and complete DNA methylation at the promoters of a set of pluripotency and germ cell-associated genes, such as Dppa3 (Fig. S4, *D* and *E*). Thus, our results demonstrated that, despite the presence of LIF and other growth factors from the serum or secreted by the feeder layers, stable Sox2-null ESCs adapt to a pluripotent state that closely resembles EpiSCs. Although Sox2^Δ/Δ^ T^+^ cells were generated and cultured without the addition of exogenous Fgf and Activin A, these cells strictly depended on Fgf and Activin signaling for maintaining their primed pluripotency (Figs. 6 and 7). The levels of Nodal, Fgf5 and Fgf8 were dramatically elevated in Sox2^Δ/Δ^ T^+^ cells compared to ESCs (Fig. 5*A*), while Nodal- or Fgf5/8-deficient cells lost the ability to commit to the primed state, strongly suggesting Fgf and Nodal exert their function in an autocrine fashion. Therefore, distinct states of pluripotency are maintained by a synergistic interplay of extrinsic signaling pathways and intrinsic networks of transcription factors. The establishment of stable Sox2-null pluripotent cell lines will enable the elucidation of the precise controls that regulate the maintenance of primed pluripotency and the transition of cells between different states of pluripotency and differentiation.

In the early mouse embryo, preimplantation-to-postimplantation epiblast transition is governed by changes in the pluripotency gene regulatory network. Transcription factors highly expressed in epiblast cells of the ICM, such as Klf4, Klf5, Esrrb, Zfp42, and Tbx3 are undetectable in the epiblast of E7.5 embryos (35, 36, 37, 38). Accordingly, a number of the pluripotency transcription factors downregulated following implantation are also downregulated or eliminated in EpiSCs (6). Consistent with these observations, stable Sox2-null cells displayed little to no expression of the naïve state markers Zfp42, Dppa3, Nr0b1, Gbx2, Klf4, Klf2, and Fgf4 (Fig. 5*A*). Among the core pluripotency factors, Oct4 expression was maintained, whereas Nanog expression was substantially reduced. This is in line with previous observations that the expression levels of Sox2 and Nanog are lower in EpiSCs (32, 39). 

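In Sox2 F/F ESCs of the T+ experiment Sox3 had 135, 168 and 183 counts, and in T+ cells 1481, 1102 and 1118, or 6.02 ± 0.881 and 50 ± 2.82 CPM (SD, n = 3 each). The log2 fold change was 3.05 (SE 0.103, FDR 1.71e-07), between 2.94 and 3.16 with each library left out in turn. It exceeded that in Sox2Δ/Δ ESCs by 1.74 (FDR 1.09e-06), a difference between experiments with separate controls. Sox1 changed by -0.33 in T+ cells (SE 0.246, FDR 0.281).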

Sox3, a close paralog of Sox2, was expressed at very low levels in undifferentiated ESCs, but it was highly expressed in the absence of Sox2 (Fig. 8*A*). This indicates that transcriptional activation of Sox3 might functionally compensate for the absence of Sox2 in Sox2^Δ/Δ^ T^+^ cells. This idea was supported by several lines of evidence. First, Sox3 was immediately induced upon Sox2 ablation (Fig. 8*A*), and positively coexpressed with T during Sox2^Δ/Δ^ T^+^ cell development (Fig. 8*F*). Second, the removal of both Sox2 and Sox3 caused a rapid loss of pluripotency (Fig. 3*E*), and the severe defects observed in Sox2/3-deficient ESCs were rescued by ectopic expression of Sox3 (Fig. 8). Finally, Sox3-rescued Sox2/3-null showed similar characteristics to Sox2^Δ/Δ^ T^+^ cells, which shared defining features with mouse EpiSCs (Fig. 8). Notably, as a reprogramming factor, Sox2 can be substituted by either Sox1 or Sox3 (40), and replacement of an endogenous Sox3 allele with a Sox2 open reading frame can restore pituitary and testis defects that occur in Sox3 null mice (41), providing further evidence of the functional equivalence among SoxB1 members. Additionally, multiple studies have shown that EpiSCs show substantially higher levels of Sox3 compared with those in ESCs, while Sox2 mRNA levels in EpiSCs are lower than in ESCs (29, 39, 42, 43, 44), indicating that the balance between Sox2 and Sox3 dictates the maintenance and transition among these pluripotent states. In summary, our results indicate that Sox2 maintains ESC pluripotency not only by preventing trophectoderm differentiation but also by suppressing the transition of naïve cells toward primed pluripotency. Future studies will be needed to identify Sox3 targets and interaction partners during different pluripotent cell state transitions. It will also be of great interest to define the roles of SOXB1 proteins in human stem cell pluripotency.

## Experimental procedures

### Cell lines

Unless otherwise indicated, mouse C57BL/6 and E14Tg2a (from ATCC) ESCs were cultured on gelatin-coated tissue culture plates either feeder-free or with mitomycin C-treated MEFs at 37°C and 5% CO_2_, in DMEM containing 15% ESC-qualified fetal bovine serum, nonessential amino acids, sodium pyruvate, 2 mM L-glutamine, 0.5 mM β-mercaptoethanol, penicillin/streptomycin and 10 ng/ml of LIF as described (45). The ESCs were separated from the MEF feeder cells by short-term (30 min at 37°C) plating of the trypsinized mixed cell population on plates not coated with gelatin. The feeder cells preferentially adhere and the ESCs are readily harvested for further experiments. All cultures were regularly checked to confirm the absence of *mycoplasma* contamination. The ESCs were trypsinized to single cells and subsequently reseeded onto mytomycin-C growth-arrested MEF feeder cells. The medium was changed every other day. Cell colonies were photographed under an inverted phase contrast microscope after 7 days in culture. Of note, colonies exhibiting a pronounced growth defect were photographed on day 12.

### Cloning and plasmid constructs

Full-length cDNAs encoding Sox1, Sox2, and Sox3 were amplified by RT–PCR from mouse mRNA and cloned into lentivirus vector with a FLAG epitope tag (DYKDDDDK) by standard DNA cloning methods. All the constructed plasmids were confirmed by DNA sequencing. Lentiviral production and infection were performed as described previously (45).

### CRISPR/Cas9-mediated genome engineering

The single-guide RNAs (sgRNAs) targeting the region of interest were designed by an online CRISPR design tool (http://crispor.tefor.net/). A pair of oligonucleotides for each sgRNA were annealed and cloned into the BbsI-digested Cas9 and sgRNA-expressing PX459 vector (Addgene plasmid ID: 62,988). sgRNA-expressing constructs were verified by DNA sequencing. For the detailed sgRNA sequences for each gene, see supplementary experimental procedures. Targeting donor constructs with appropriate homology arms flanking the insertion sequence were generated by standard molecular cloning methods (45). ESCs were transfected with 1 μg of each Cas9 guide described above, and 1.5 μg of linearized targeting construct (where appropriate) using Lipofectamine 2000 (ThermoFisher) according to manufacturer’s guidelines. After transfection for 24 h, cells were subjected to puromycin (2 μg/ml) selection for 48 h to selectively remove any non-transfected cells. Approximately 1 week after seeding ESCs on feeder MEFs, individual clones were manually picked into 24-well plates and expanded for genomic DNA extraction and continued culture. The final colonies are screened by PCR for the presence of the desired genome modification. All primers are listed in Table S7.

### EB formation and analysis

EB formation from ESCs or was induced using the hanging drop method modified from previously described (45). Briefly, cells were harvested by trypsin or collagenase digestion and resuspended in IMDM medium without LIF (nonessential amino acids, iron saturated holo-transferrin (200 μg/ml), ascorbic acid (50 μg/ml), 2 mM L-glutamine, sodium pyruvate, 450 μM monothioglycerol, penicillin/streptomycin, and 15% ES cell–grade serum). The cells were seeded at a density of 500 cells per 30 μl drop in the lids of petri dishes for 3 days. Then, the formed EBs were transferred to uncoated Petri dishes and incubated on a rotating shaker at 60 rpm in 5% CO_2_ at 37°C. EBs were photographed or harvested at different time points. Total RNA was extracted from EBs using TRIzol reagent (Invitrogen) according to the manufacturer’s instructions and analyzed by RT-PCR. The levels of marker genes representative of the undifferentiated state and the three embryonic germ layers were examined to evaluate their *in vitro* differentiation potential. The mRNA of β-actin was analyzed as an internal control. Primer details are given in Table S7.

### RNA preparation and real-time qPCR

Cells were first rinsed in 1x phosphate-buffered saline (PBS) and total RNA was extracted using a TRIzol reagent (Invitrogen), according to the manufacturer's protocols. First-strand cDNA was synthesized using HiScript II first Strand cDNA Synthesis Kit (Vazyme) and oligo(dT) as a primer. Reaction mixtures without reverse transcriptase were used as negative controls for genomic DNA contamination. All quantifications were performed in triplicate using PowerUp SYBR Green Master Mix (Applied Biosystems) with the StepOnePlus Real-Time PCR System, according to the manufacturer’s protocol. Relative expression levels of each gene normalized to β-actin were calculated as 2^−ΔCt^, where ΔCt = Ct _detected gene_ – Ct_β-actin_. Statistical analysis for the comparison between samples was performed using Student’s *t* test. All primers are listed in Table S7.

### Alkaline phosphatase staining

The cells of interest were digested with trypsin or collagenase and then cultured on mitomycin C-treated MEFs in an appropriate medium for 7 to 12 days to form colonies, which were washed with phosphate-buffered saline (PBS) twice and fixed with 4% paraformaldehyde for 2 min followed by washing twice with PBS, and then incubated in freshly prepared staining solution following the protocol recommended by the manufacturer. Finally, the stained colonies were photographed under a microscope.

### Western blot and immunofluorescence staining

Cells were lysed on ice with RIPA buffer [50 mM tris-HCl (pH 8.0), 1% Triton X-100, 0.1% SDS, 150 mM NaCl, 1 mM EDTA, 0.5% sodium deoxycholate supplemented with fresh 2 mM Na_3_VO_4_, 100 mM NaF, 1 mM dithiothreitol, phenylmethylsulfonyl fluoride (10 mg/ml), and Protease Inhibitor Mix (Sigma-Aldrich)] for 30 min, and the supernatant was boiled in SDS sample buffer for 5 min at 100°C, subjected to SDS-PAGE, and transferred to a PVDF membrane (Millipore). Membranes were blocked with 5% skimmed milk in PBST and subsequently probed with the primary antibodies in blocking solution at 4°C overnight, washed and incubated with HRP-conjugated secondary antibody, and visualized using an enhanced chemiluminescence detection kit.

### Cells cultured on 0.1% gelatin-coated coverslips were fixed with 4% paraformaldehyde

For 10 min at room temperature, followed by permeabilization with 0.5% Triton X-100 in PBS, and subsequently incubated with blocking buffer (5% bovine serum albumin in PBS). After blocking, the samples were incubated overnight at 4°C in a humidity chamber with a mixture of primary antibodies diluted in the blocking solution. Slides were washed with PBS followed by incubation with the appropriate secondary antibody conjugated with Alexa Flour 488 or 594 dyes (1:150 dilution) for 2 h in the dark. For DNA staining, the slides were incubated in diluted DAPI (4′-6-diamidino-2-phenylindole) solution in PBS for 10 min. Fluorescent images were obtained and analyzed using a Zeiss 880 laser scanning confocal microscope.

### Teratoma formation assay

The experimental animal facility has been accredited by the Association for Assessment and Accreditation of Laboratory Animal Care International, and the Institutional Animal Care and Use Committee of the Model Animal Research Center of Nanjing University approved all animal protocols used in this study. Teratoma formation assay was performed as previously described with minor modifications (45). Briefly, the cells were harvested by trypsin (ESCs) or collagenase, followed by incubation on gelatin-coated dishes for 30 min. Non-adherent cells consisting mainly of ESCs were used for further experiments. The cells were washed twice with PBS, resuspended in PBS and then injected subcutaneously into the bilateral flanks of nude mice at 6 weeks of age. Teratomas were allowed to develop for 3 to 10 weeks and were then excised and fixed in 4% neutral buffered paraformaldehyde and dehydrated through a graded series of alcohols to xylene. The tissue was embedded in paraffin, serially sectioned at 5 μm and processed for H & E (haematoxylin and eosin) staining or immunohistochemistry.

### Flow cytometry

#### Cell cycle analysis

Cells were harvested by trypsin or collagenase digestion, washed twice with cold PBS, and then fixed using cold 70% ethanol at −20°C over 24 h. Subsequently, cells were washed twice with PBS, and incubated with DNA staining solution (50 mg/ml propidium iodide and 200 μg/ml RNase A) for 30 min at room temperature followed by analysis on a LSRFortessa flow cytometer equipped with Cell Quest software (BD Biosciences) as described (45).

#### Apoptosis assay

For apoptosis analysis, cells were harvested by trypsin or collagenase digestion, washed twice with cold PBS, stained with fluorescein isothiocyanate–Annexin V (BD Pharmingen) containing propidium iodide (PI) in the dark at room temperature, and analyzed by flow cytometry as described (45).

#### Luciferase reporter assay

Constructs encoding the two cis-enhancer elements (DE and PE) within the Oct4 locus cloned into the pGL3-Promoter Vector (Promega) were utilized to quantify relative Oct4 enhancer activity (6). Plasmids were co-transfected with the Renilla vector (as a control for normalizing luciferase activity), using Lipofectamine 2000. Dual Luciferase Assay (Promega) was performed 2 days later, following the manufacturer’s instructions. The basal activity of the empty luciferase vector was set as 1.0.

#### Bisulfite sequence analysis

To determine the DNA methylation status of Sox2-null cells, genomic DNA was treated with sodium bisulfite, which converts all unmethylated cytosine to uracil, leaving methylated cytosines unchanged, using EpiTect Bisulfite Kit (QIAGEN) according to the manufacturer’s instructions. Oct4 and Dppa3 promoter regions were then amplified using nested primers as previously reported (25, 26). The amplified gene fragments were then separately cloned into a pGEM-T easy vector (Promega) for sequencing and 10 randomly selected clones were sequenced with T7 forward and SP6 reverse primers.

#### RNA sequencing

The total RNA was extracted with TRIzol reagent (Invitrogen) according to the manufacturer’s instructions, and potential contaminating genomic DNA was digested with DNase I (Takara). Multiplexed Illumina sequencing libraries were prepared using the TruSeq Stranded Total RNA Library Prep Gold (Illumina, 20,020,598) following the manufacturer's protocol, and 150 bp paired-end reads were generated with HiSeq3000 sequencer (Illumina) with a depth of 50 million reads per sample. Analysis for differential gene expression was performed using the R package DESeq2 v1.20 with default parameters. Genes were considered to be differentially expressed if an absolute log2 fold change >1 and an FDR smaller than 0.05 were observed. Three biological replicates of each sample were sequenced. The RNA-seq data were deposited at Gene Expression Omnibus under accession number GSE270036 (reviewer token: yfwbekoodncjrwx) and GSE291393 (reviewer token: ubchkgiyffejlkh).

#### Statistics

The results are expressed as means ± SEM in at least three independent experiments unless differently specified. Statistical analysis was performed with GraphPad Prism nine to determine significant differences based on a two-tailed distribution using an unpaired Student’s *t* test, and a probability value (P) of less than 0.05, 0.01, or 0.001 was considered statistically significant and represented as ∗, ∗∗, and ∗∗∗, respectively (∗*p* < 0.05, ∗∗*p* < 0.01, ∗∗∗*p* < 0.001).

## Data availability

The data that support the findings of this study are available upon reasonable request from the corresponding author.

## Supporting information

This article contains supporting information.

## Conflict of interest

The authors declare that they have no conflicts of interest with the contents of this article.

# Supplementary material for: Loss of sex-determining region Y-box 2 (Sox2) captures embryonic stem cells in a primed pluripotent state
**Source:** J Biol Chem. 2025 Apr 9;301(5):108501. doi: 10.1016/j.jbc.2025.108501
**Supplement:** Supporting Information

# **Loss of sex-determining region Y-box 2 (SOX2) captures embryonic stem cells in a primed pluripotent state**

Min Qi,<sup>1,5</sup> Bowen Wang,<sup>1,5</sup> Huaqi Liao,<sup>1,5</sup> Yuzhuo Xu,<sup>1,5</sup> Lixia Dong,<sup>1</sup> Lijun Xu,<sup>1</sup> Yin Xia,<sup>2</sup> Xiaochun Jiang,<sup>3,\*</sup> Shizhang Ling,<sup>3,\*</sup> and Jinzhong Qin<sup>1,4,6,\*</sup>

**The PDF file includes:**

**Figures. S1 to S10**

**Other Supplementary Material for this manuscript includes the following:**

**Tables S1 to S7**

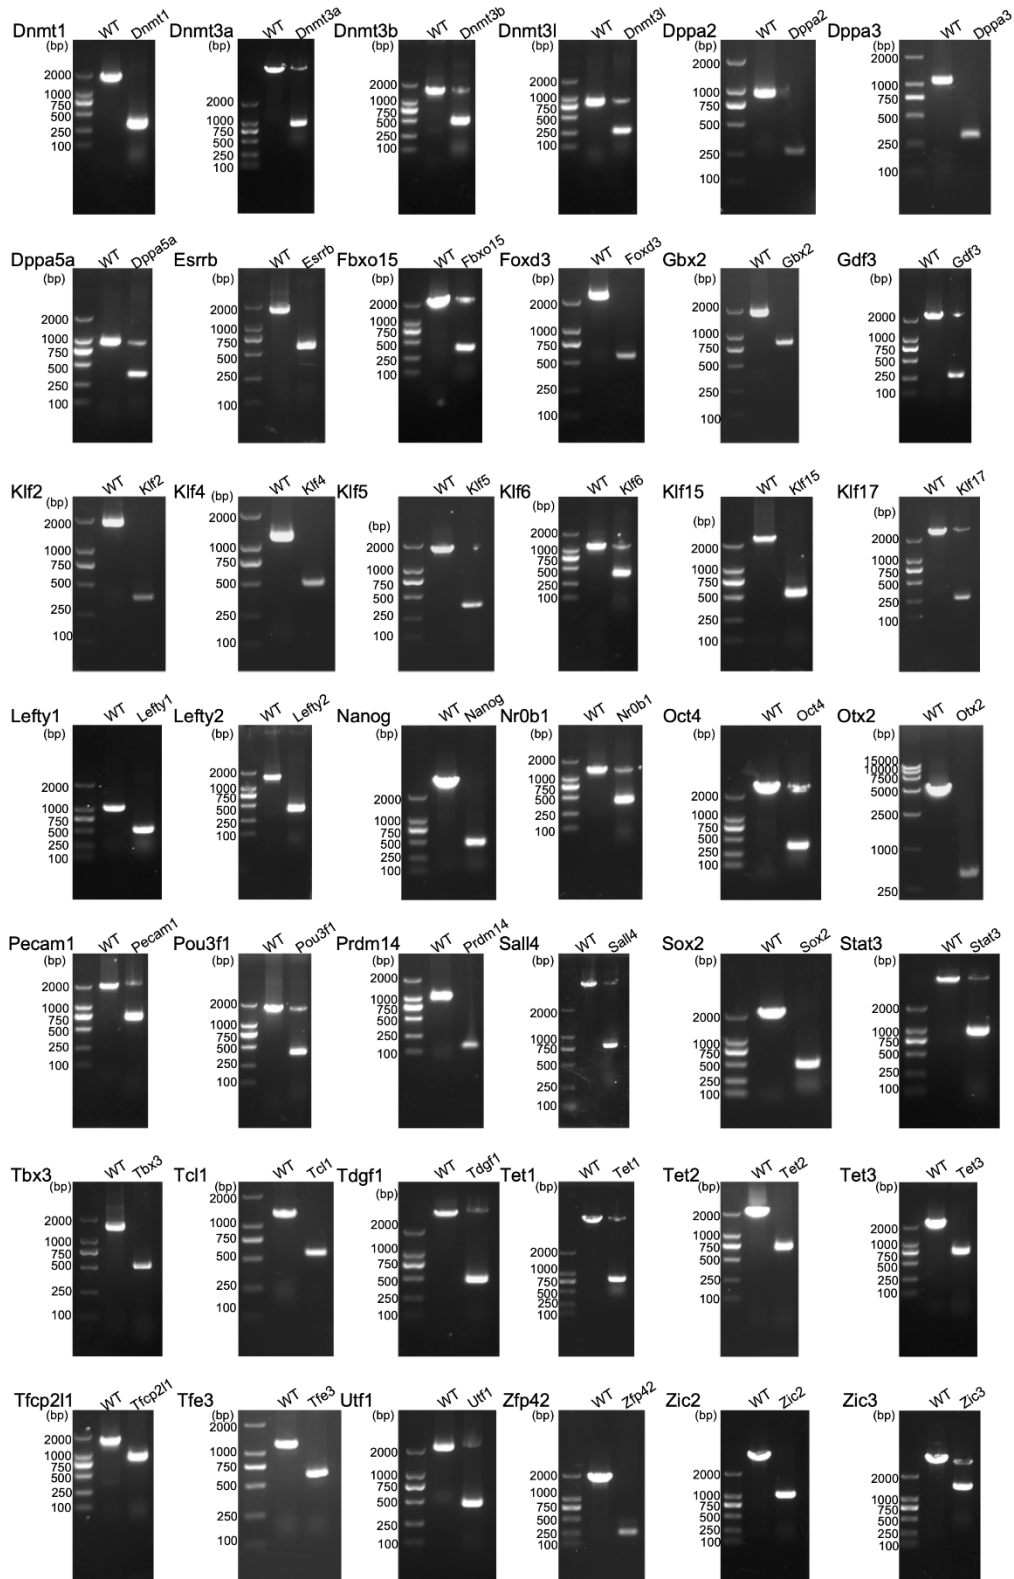

Figure S1. CRISPR/Cas9-mediated screening for the molecular regulators that are critical for the naïve-to-primed pluripotent transition. For each gene, two different pairs of sgRNAs targeting the desired regions were designed and cloned into a bicistronic expression vector px459. ESCs were transfected with sgRNA plasmids using Lipofectamine 2000. The day after transfection, ESCs were exposed to puromycin at a concentration of 2 µg/mL for 48 h to eliminate any non-transfected cells. Subsequently, protein and mRNA expression of Dppa3 and T were examined by Western blot and quantitative real-time RT-PCR, respectively. The cleavage efficiency of selected sgRNAs for each gene was validated by PCR analysis of genomic DNA. Shown are agarose gels of genomic PCR products from ESCs co-transfected with a pair of sgRNAs targeting the indicated genes with the higher targeting efficiency.

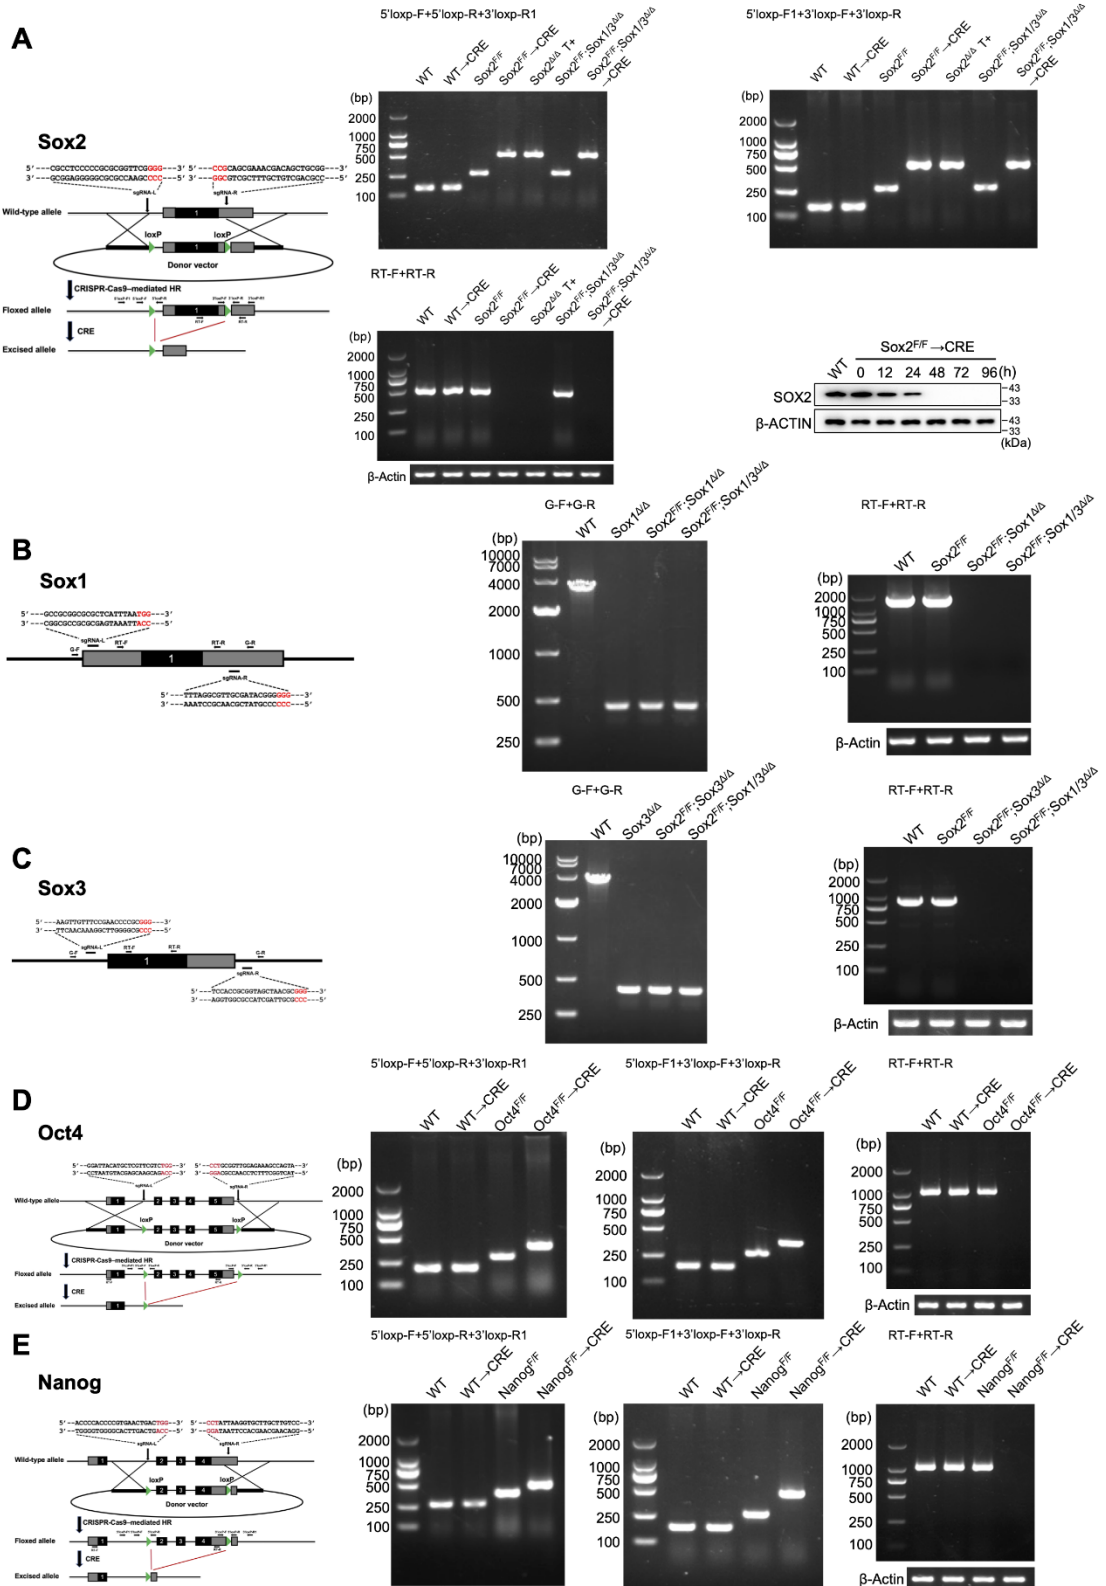

Figure S2. Generation of ESCs deficient in Soxb1 family genes by CRISPR/Cas9-mediated gene targeting. A-E. Left, schematic representation of CRISPR/Cas9 mediated knockout approaches to generate ESCs deficient in Soxb1 family (A-C), Oct4 (D), and Nanog (E). PAM sequences are in red following the sgRNA sequence. The locations of primers used in genomic PCR and RT-PCR are shown. Middle, genotyping of ESCs with indicated gene deletions using primers located upstream and downstream of the deleted region. Right, RT-PCR analysis revealed undetectable transcripts in the indicated mutants.  $\beta$ -actin was used as an internal control. The absence of the Sox2 protein is confirmed by using Western blot (A, right bottom).  $\beta$ -actin acted as a loading control.

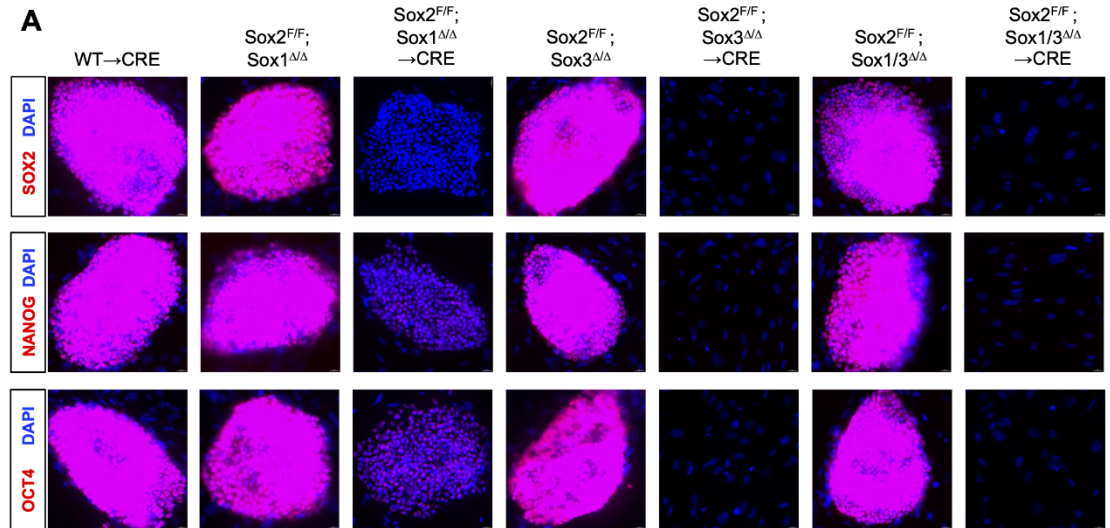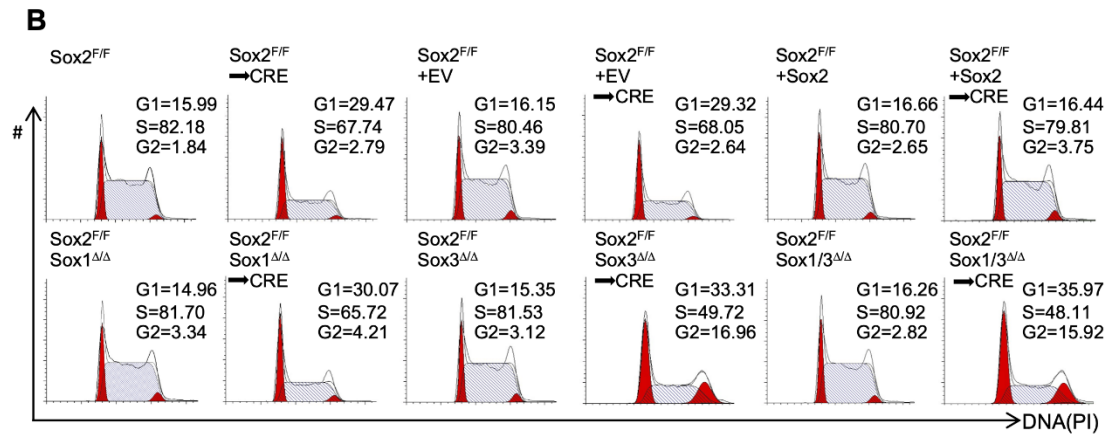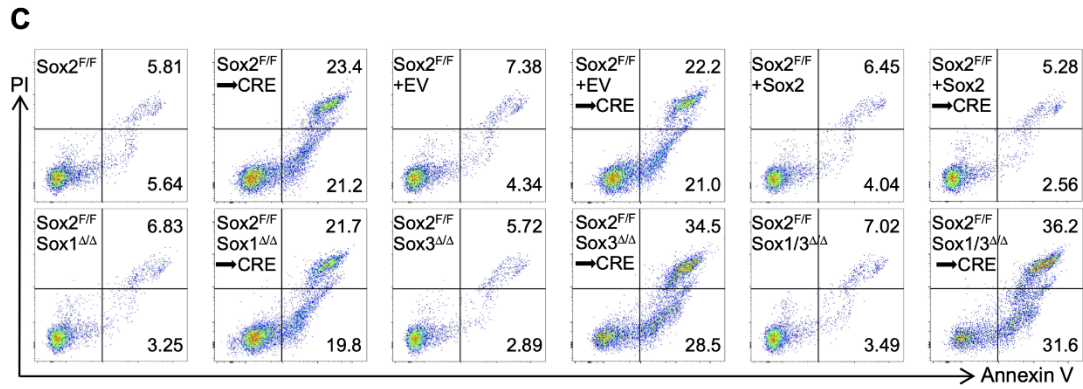

Figure S3. The observed defects in ESCs deficient in Soxbl family genes. A. Immunofluorescence analysis for OCT4, NANOG, SOX2 (red), or DAPI (blue) in ESC colonies of indicated genotypes. The images were captured using a confocal microscopy with a 63x objective lens. All images were shown merged with the blue and red fluorescent channel. B. Flow cytometric analysis of cell cycle with propidium iodide (PI) DNA staining. C. Flow cytometric analysis of cells staining with Annexin V FITC and PI. The percentages of Annexin V-positive (apoptotic) cells are within the two right quadrants. EV, empty vector.

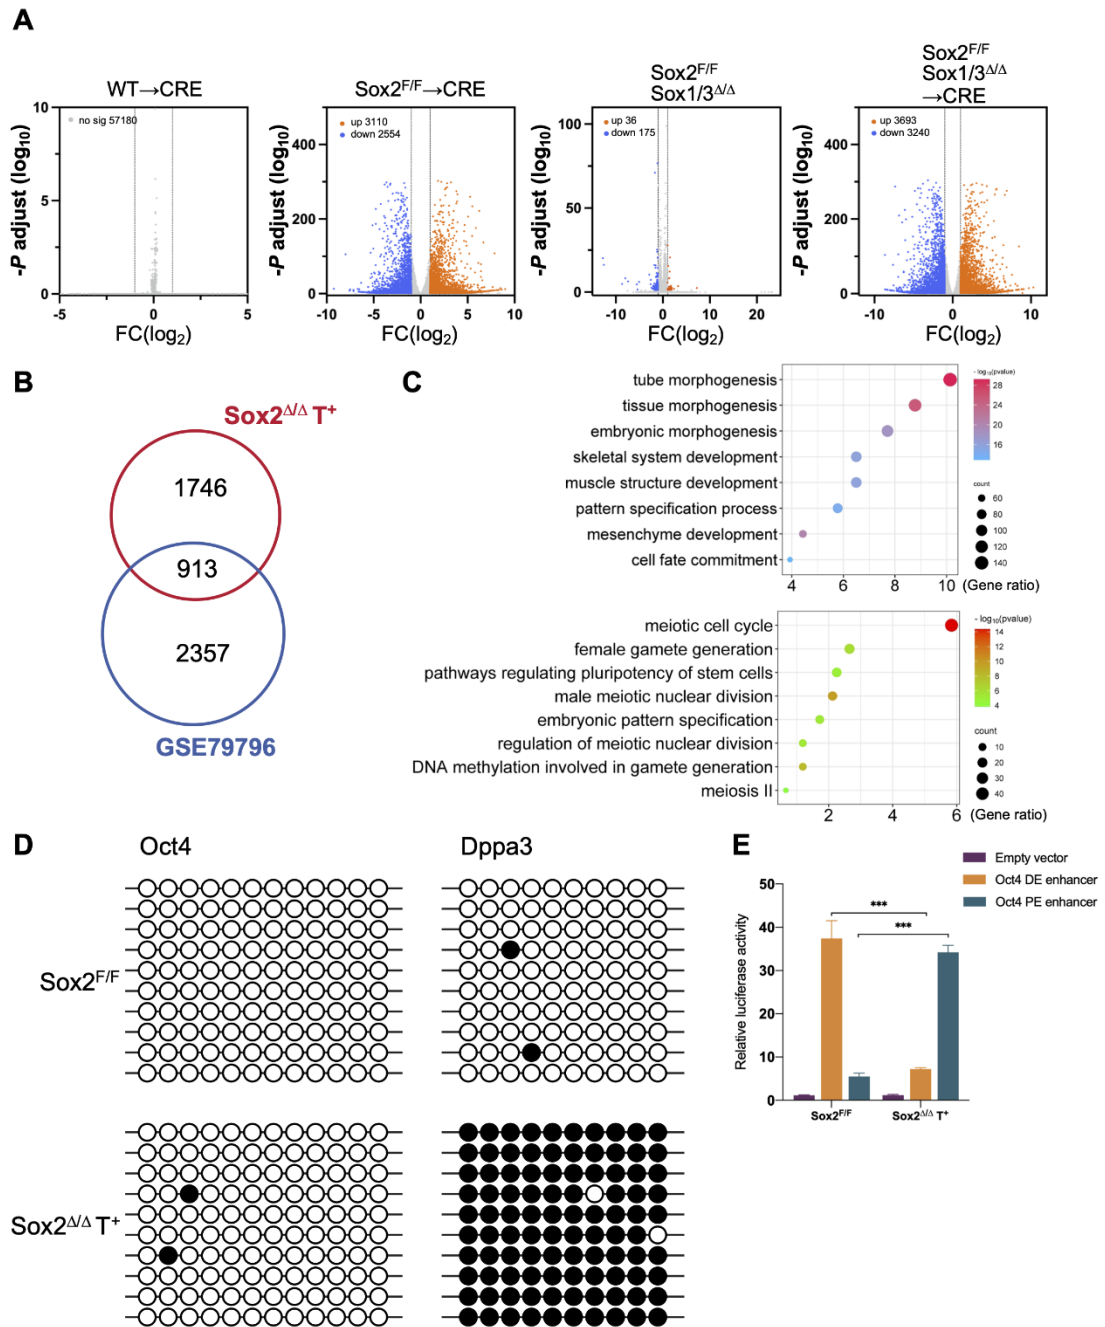

Figure S4. Sox2 $\Delta/\Delta$  T<sup>+</sup> cells represent a primed pluripotent state. A. Volcano plots of  $-\log_{10}$  (P value) against  $\log_2$  fold change representing the differences in gene expression in ESCs of indicated genotypes. Upregulated (orange) and downregulated (blue) genes are highlighted. FC, fold change. B. Venn diagram showing the significant overlapping of differentially expressed genes between Sox2 $\Delta/\Delta$  T<sup>+</sup> and EpiSCs. Published RNA-seq data were acquired from the NCBI (GEO: GSE79796). C. GO analysis of genes up-regulated (top) and down-regulated (bottom) in Sox2 $\Delta/\Delta$  T<sup>+</sup> cells. D. Bisulfite sequencing profiles of DNA methylation of the Dppa3 locus. Black and white circles represent methylated and unmethylated CpGs, respectively. The numbers under the bisulfite sequencing profiles show the percentages of methylated CpG. E. Evaluation of Oct4 DE and PE reporter gene activity in Sox2<sup>F/F</sup> ESCs and Sox2 $\Delta/\Delta$  T<sup>+</sup> cells. Data were obtained from three independent experiments and expressed as the mean  $\pm$  SD. (\*p < 0.05, \*\*p < 0.01, \*\*\*p < 0.001).

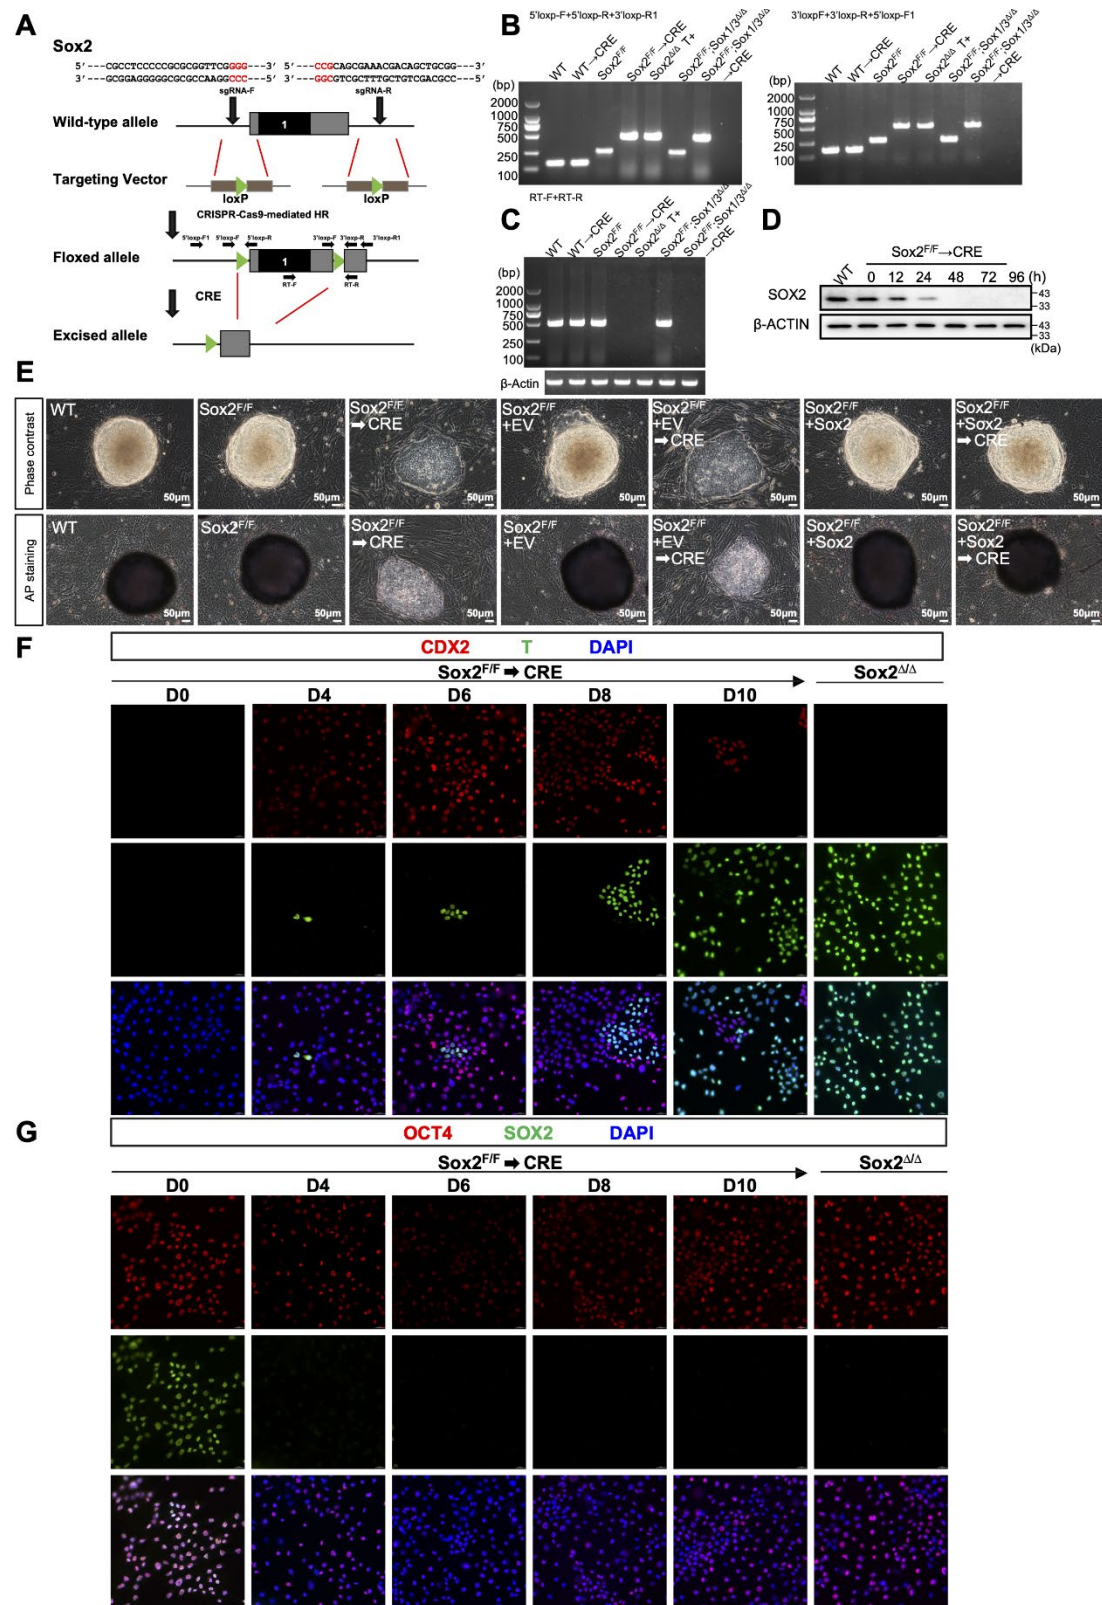

Figure S5. Sox2-deficient E14Tg2a lines exist in a primed state of pluripotency. A. Schematic representation of CRISPR/Cas9 mediated knockout strategy to generate ESCs (E14Tg2a) deficient in Sox2. Left, PAM sequences are in red following the sgRNA sequence in black. The locations of genomic PCR primers and RT-PCR primers are shown. B. Genotyping of ESCs with Sox2 gene deletion using primers located upstream and downstream of the deleted region. C. Analysis of Sox2 gene expression in different samples as determined by RT-PCR.  $\beta$ -actin was used as an internal control. D. Western blot showing Sox2 levels in Sox2<sup>F/F</sup> infected by lenti-Cre virus at different time points.  $\beta$ -actin acted as a loading control. E. Representative phase contrast pictures (top) and AP staining images (bottom) of ESC colonies of indicated genotypes grown on a layer of MEFs. F and G. Immunofluorescence analysis for CDX2 (red), T (green) (F), OCT4 (red) and Sox2 (green) (G), or DAPI (blue) in Sox2<sup>F/F</sup>, Sox2 <sup>$\Delta/\Delta$</sup>  or Sox2<sup>F/F</sup> ESCs following lenti-Cre infection. The images were captured using a confocal microscopy with a 63x objective lens. Merge, merged images. D, day.

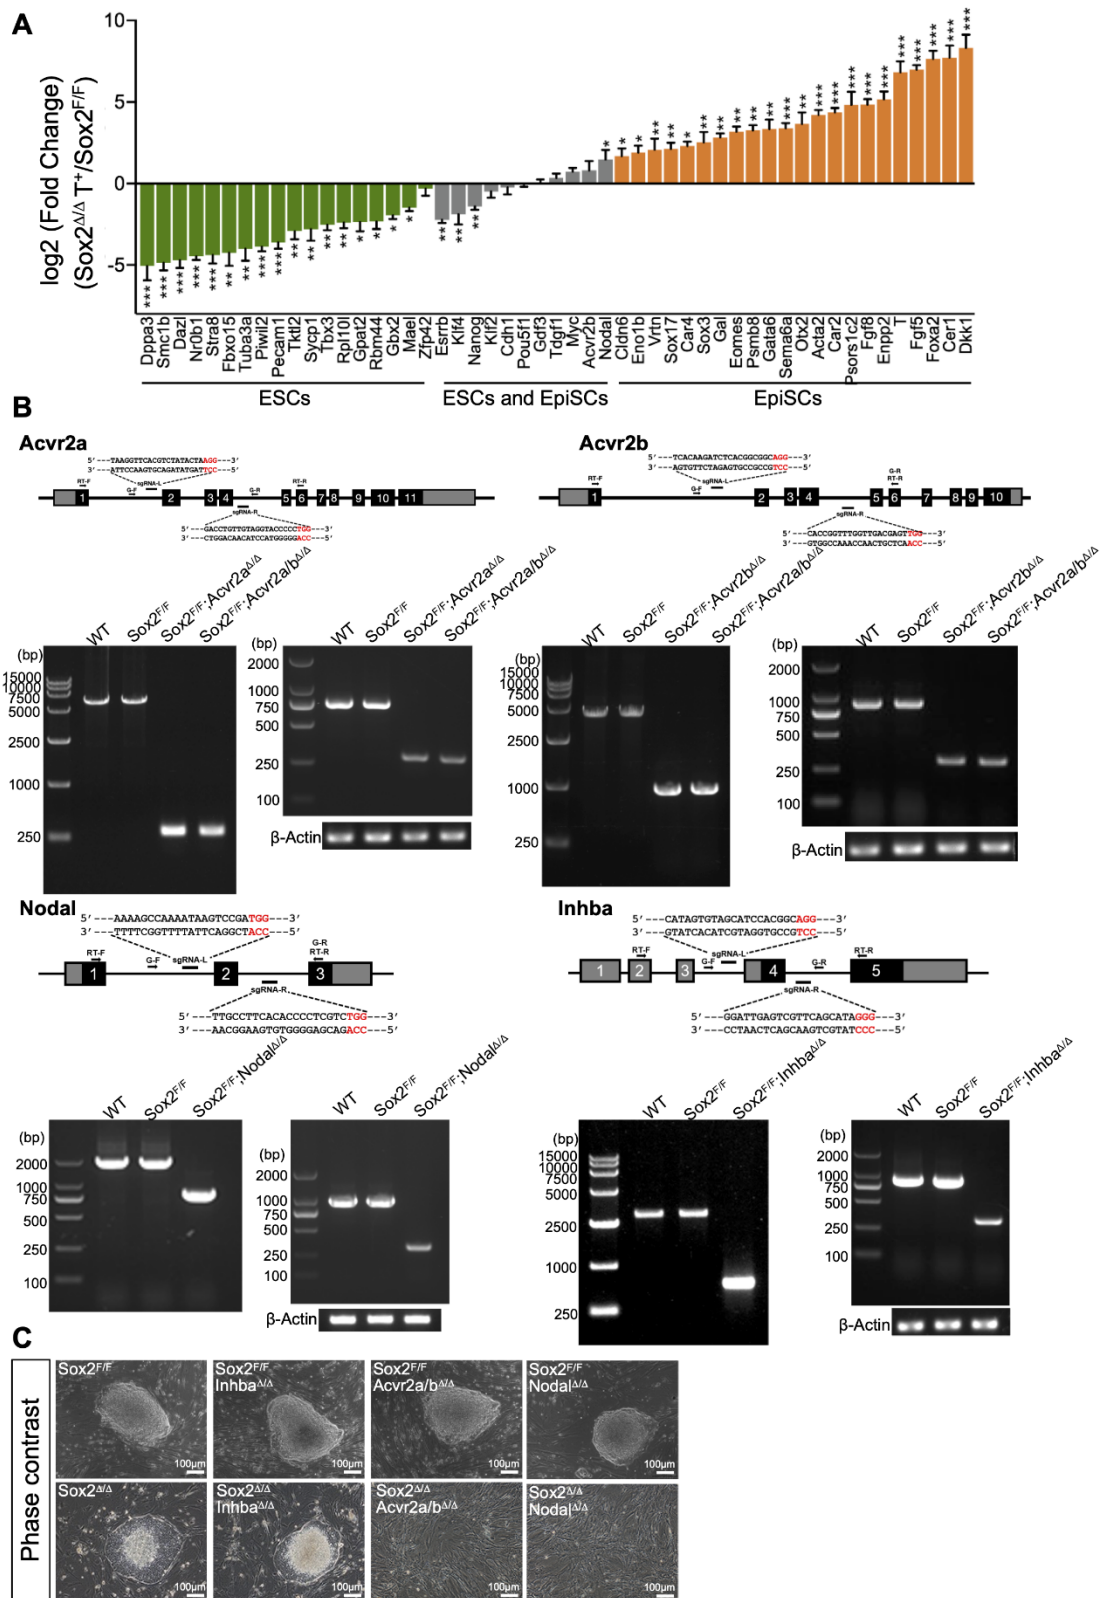

Figure S6. Essential role of Nodal signaling pathway in the transition from naïve to primed state. A. RT-qPCR analysis of the expression of pluripotency markers specific for ESCs and/or EpiSCs in Sox2 $\Delta/\Delta$  T+ cells (129 strain, E14Tg2a). Data were obtained from three independent experiments and expressed as the mean  $\pm$  SD. (\*p < 0.05, \*\*p < 0.01, \*\*\*p < 0.001). B. Top, schematic representation of CRISPR/Cas9 mediated knockout approaches to generate ESCs deficient in Acvr2a, Acvr2b, Nodal and Inhba. PAM sequences are in red following the sgRNA sequence. The locations of genomic PCR primers (G-F and G-R) and RT-PCR primers (RT-F and RT-R) are shown. Bottom, genotyping of ESCs with indicated gene deletions using primers located upstream and downstream of the deleted region (left). RT-PCR analysis for residual mRNA revealed a shorter band in the mutants (right).  $\beta$ -actin was used as an internal control. C. Phase-contrast images of colonies cultured on a layer of MEFs. Scale bar, 100  $\mu$ m.

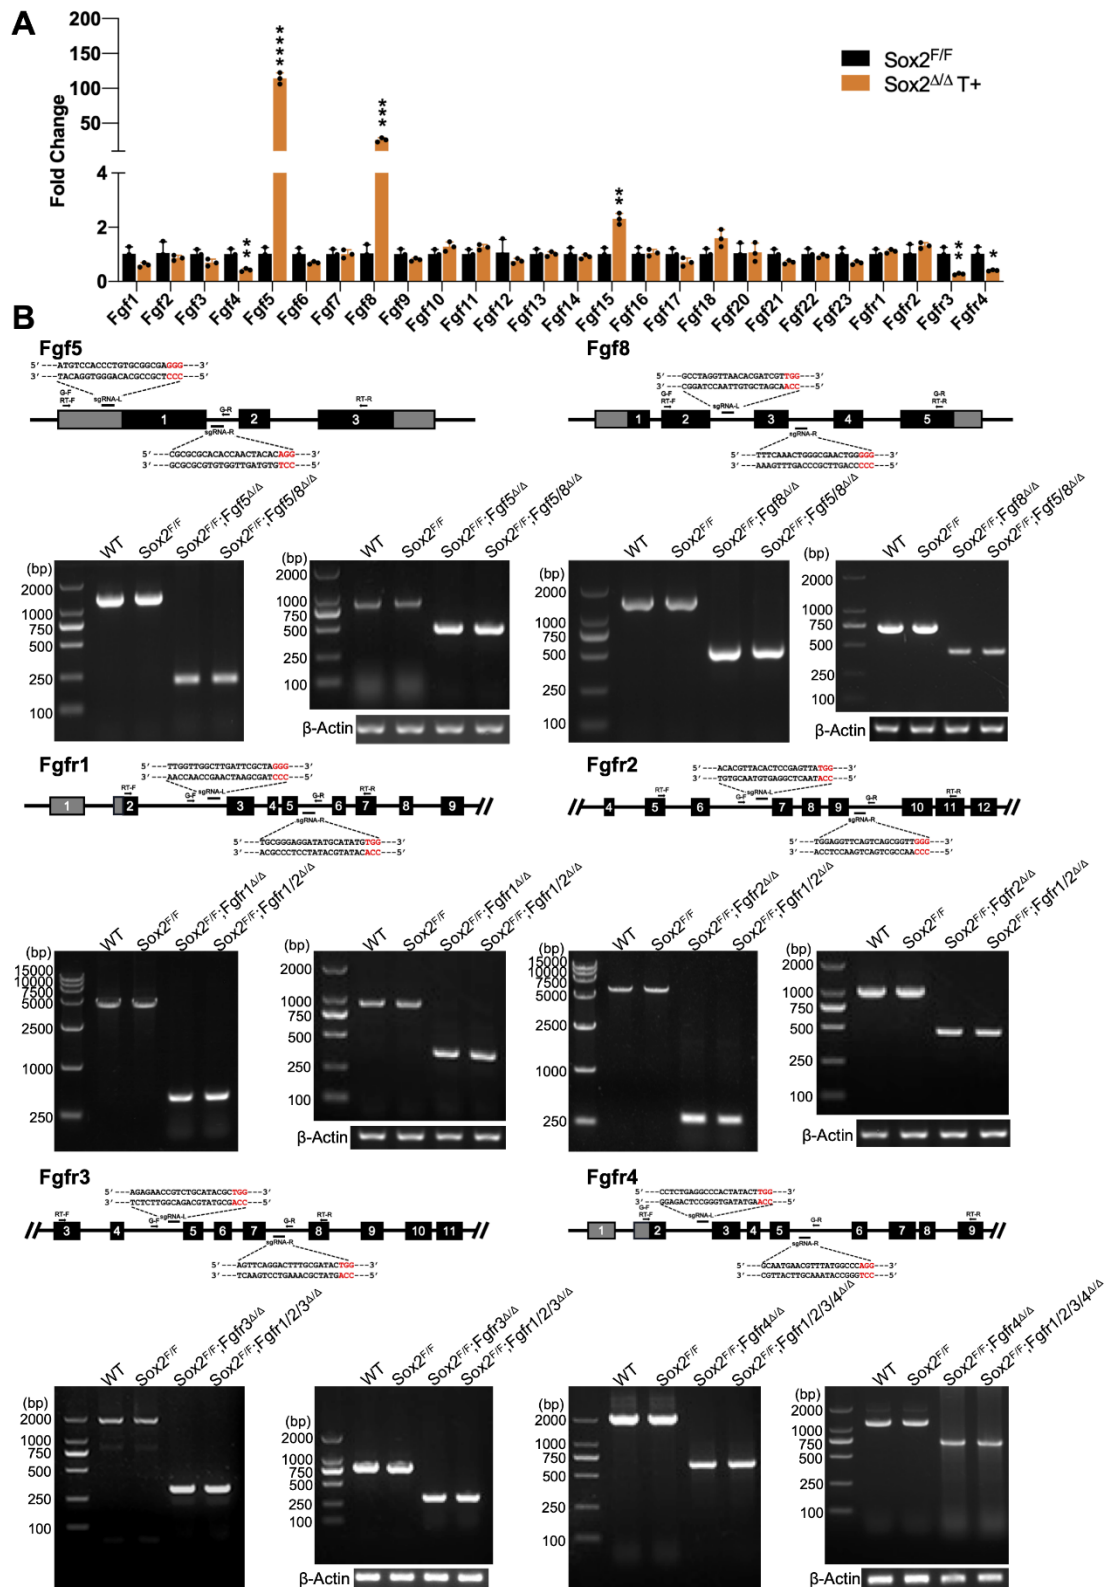

Figure S7. Critical role for Fgf signaling controlling the exit from naïve pluripotency during the progression to primed pluripotency. A. RT-qPCR of Fgf family members and their receptors in Sox2<sup>Δ/Δ</sup> T<sup>+</sup> cells. All data are normalized to β-actin and shown relative to control ESCs (set at 1.0). Data were obtained from three independent experiments and expressed as the mean ± SD. (\*p < 0.05, \*\*p < 0.01, \*\*\*p < 0.001). B. Top, schematic representation of CRISPR/Cas9 mediated knockout approaches to generate ESCs deficient in Fgf5, Fgf8, and Fgfr1-Fgfr4. PAM sequences are in red following the sgRNA sequence. The locations of genomic PCR primers (G-F and G-R) and RT-PCR primers (RT-F and RT-R) are shown. Bottom, genotyping of ESCs with indicated gene deletions using primers located upstream and downstream of the deleted region (left). RT-PCR analysis for residual mRNA revealed a shorter band in the mutants (right). β-actin was used as an internal control.

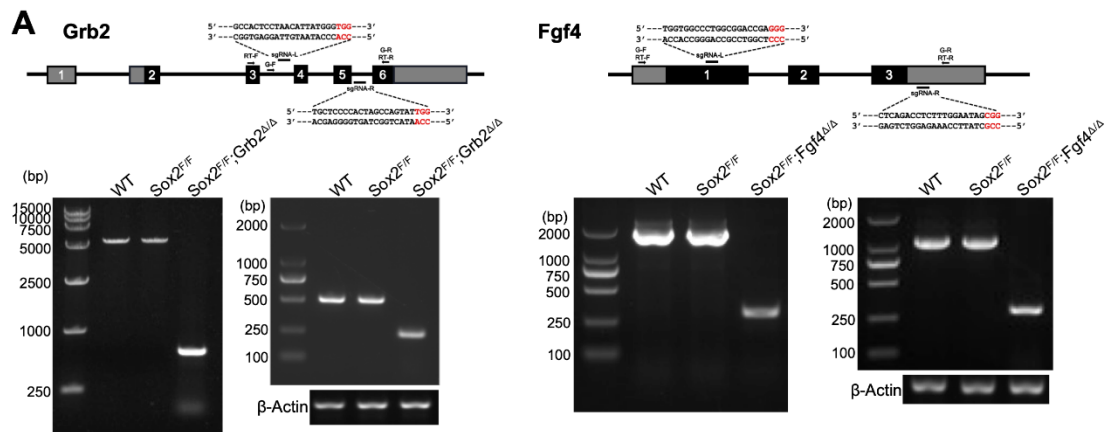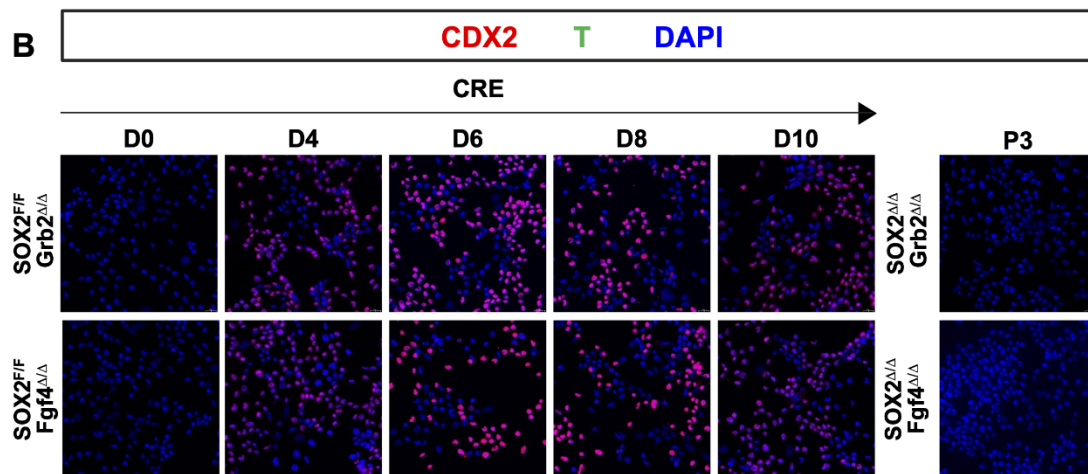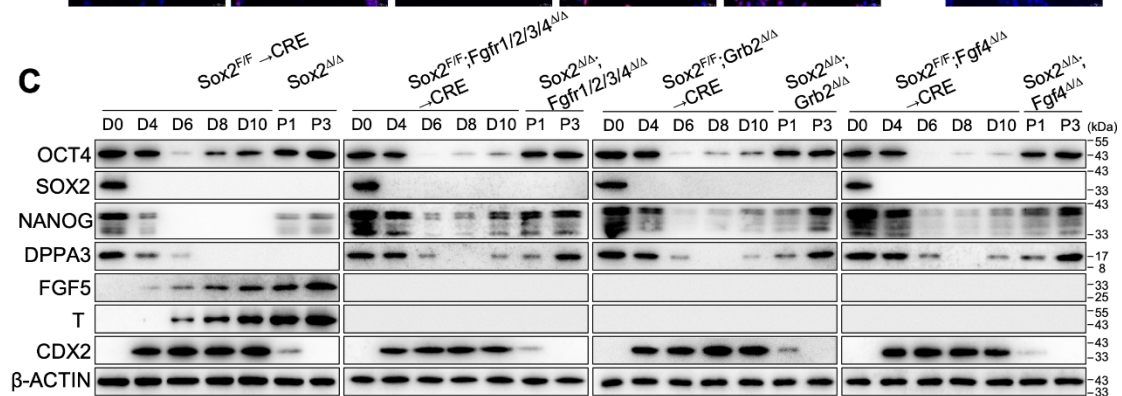

Figure S8. Fgf signaling is essential for the establishment of primed pluripotency in Sox2<sup>Δ/Δ</sup> T<sup>+</sup> cells. A. Top, schematic representation of CRISPR/Cas9 mediated knockout approaches to generate ESCs deficient in Grb2 and Fgf4. PAM sequences are in red following the sgRNA sequence. The locations of genomic PCR primers (G-F and G-R) and RT-PCR primers (RT-F and RT-R) are shown. Bottom, genotyping of ESCs with indicated gene deletions using primers located upstream and downstream of the deleted region (left). RT-PCR analysis for residual mRNA revealed a shorter band in the mutants (right). β-actin was used as an internal control. B. Immunofluorescence analysis for CDX2 (red), T (green) or DAPI (blue) in ESCs of indicated genotypes following lenti-Cre infection. All images were shown merged with the green and red fluorescent channel. The images were captured using a confocal microscopy with a 63x objective lens. C. Western blot analysis of indicated protein levels in cells with indicated genotypes. β-Actin served as a loading control.

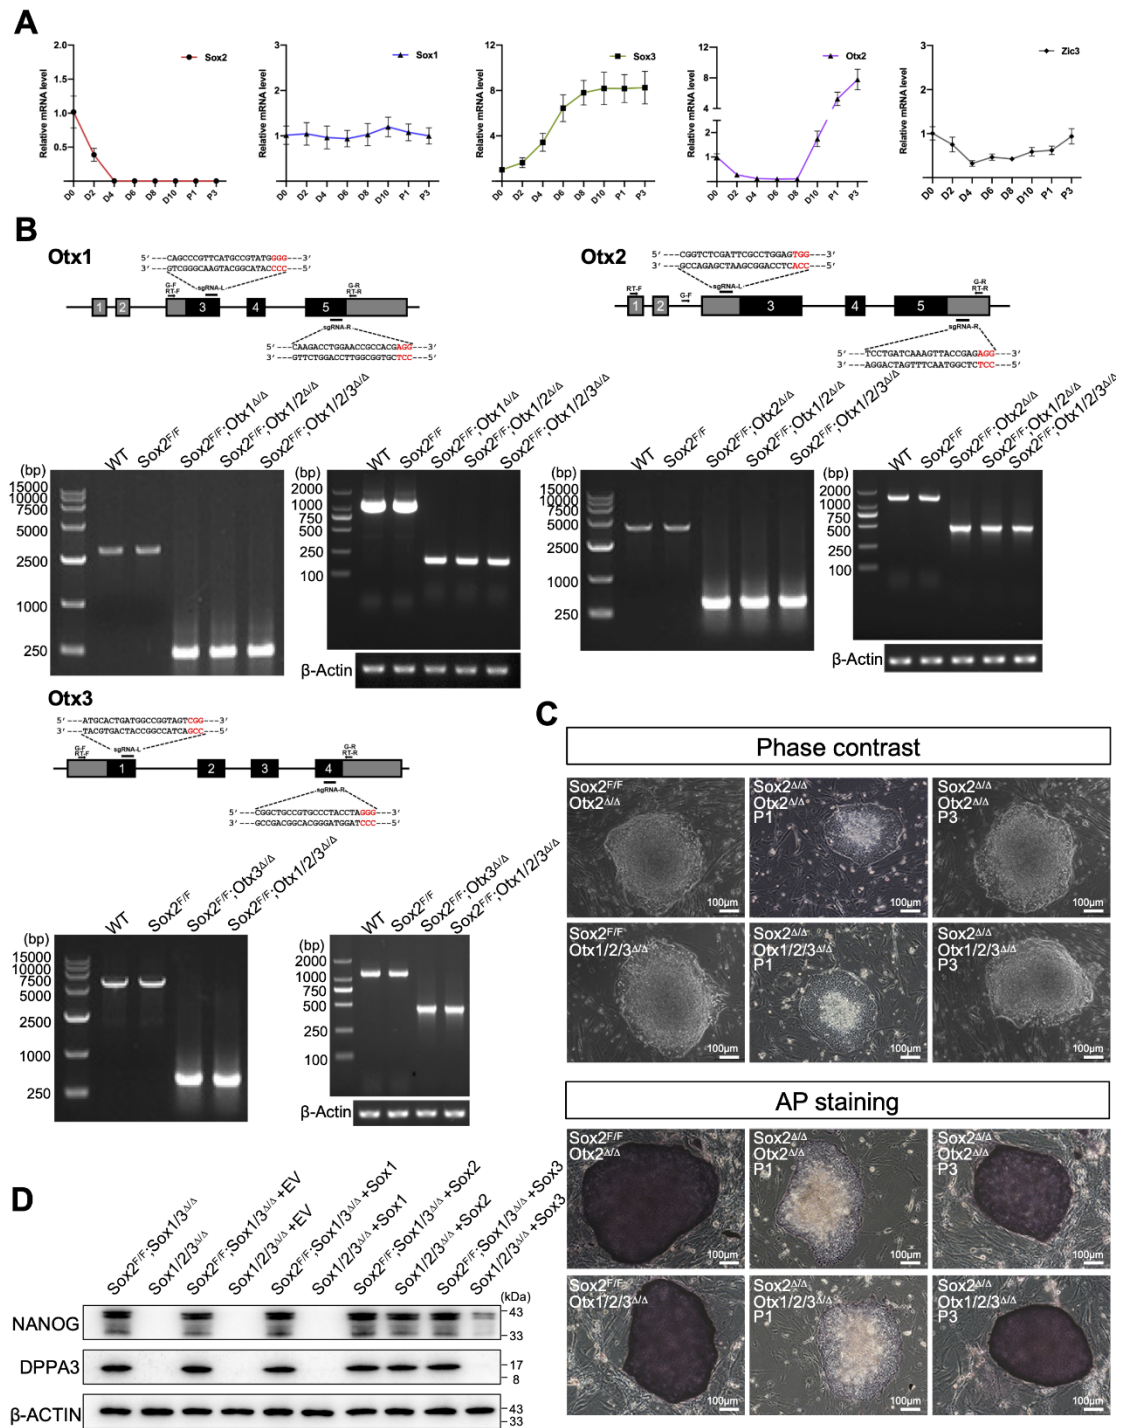

Figure S9. Functional compensation between Sox2 and Sox3 in maintaining the primed pluripotent state of Sox2 $\Delta/\Delta$  T<sup>+</sup> cells. A. RT-qPCR analysis for selected transcripts in Sox2<sup>F/F</sup> ESCs after lenti-Cre infection. Relative expression is reflected as fold difference over uninfected ESCs normalized to  $\beta$ -actin. Data are expressed as means  $\pm$  SEM of three biological replicates. D, day; P, passage. B. Top, schematic representation of CRISPR/Cas9 mediated knockout approaches to generate ESCs deficient in Otx family. PAM sequences are in red following the sgRNA sequence. The locations of genomic PCR primers (G-F and G-R) and RT-PCR primers (RT-F and RT-R) are shown. Bottom, genotyping of ESCs with indicated gene deletions using primers located upstream and downstream of the deleted region (left); RT-PCR analysis for residual mRNA revealed a shorter band in the mutants (right).  $\beta$ -actin was used as an internal control. C. Top, phase-contrast images of colonies cultured on a layer of MEFs. Bottom, representative images of AP staining of colonies of indicated genotypes cultured on a feeder layer of MEFs. Scale bar, 100  $\mu$ m. D. Western blot analysis of indicated protein levels in cells with indicated genotypes.  $\beta$ -Actin served as a loading control.

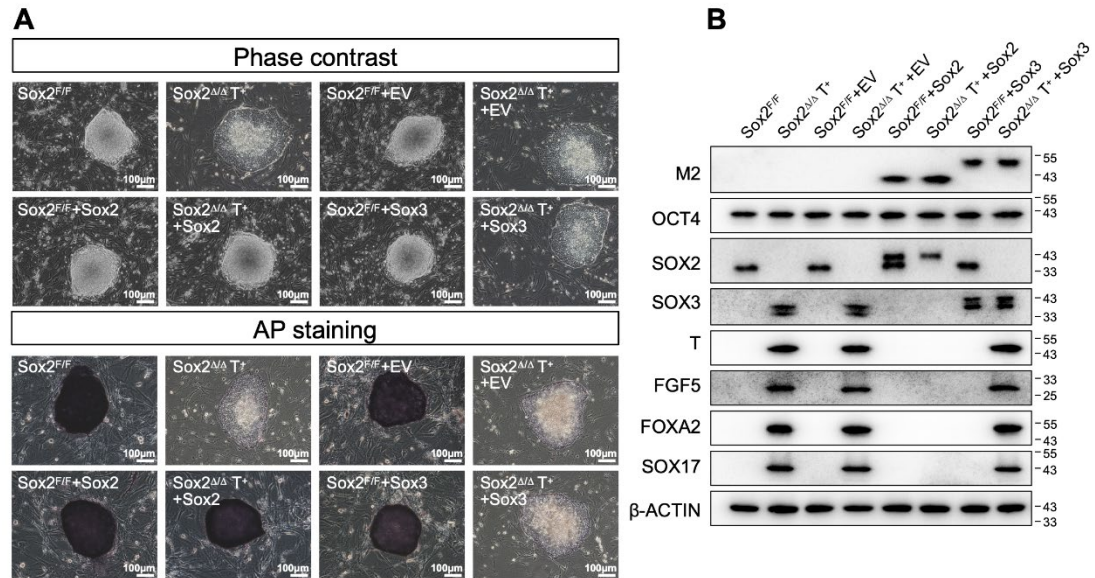

Figure S10. Sox3 compensates for the absence of Sox2 in the maintenance of primed pluripotency. A. Top, phase-contrast images of colonies cultured on a layer of MEFs. Bottom, Representative images of AP staining of colonies of indicated genotypes cultured on a feeder layer of MEFs. Scale bar, 100  $\mu$ m. B. Western blot for selected proteins in ESCs of the indicated genotypes.  $\beta$ -Actin served as a loading control. EV, empty vector.

Supplementary Table

Table S1. Genes that are differentially expressed in Sox2<sup>F/F</sup>-Cre vs. Sox2<sup>F/F</sup> ESCs

Table S2. Genes that are differentially expressed in Oct4<sup>Δ/Δ</sup> vs. Oct4<sup>F/F</sup> ESCs

Table S3. Genes that are differentially expressed in Nanog<sup>Δ/Δ</sup> vs. Nanog<sup>F/F</sup> ESCs

Table S4. Genes that are differentially expressed in Sox2<sup>F/F</sup>;Sox1/3<sup>Δ/Δ</sup> vs. Sox2<sup>F/F</sup> ESCs

Table S5. Genes that are differentially expressed in Sox1/2/3<sup>Δ/Δ</sup> vs. Sox2<sup>F/F</sup> ESCs

Table S6. Genes that are differentially expressed in Sox2<sup>Δ/Δ</sup> vs. Sox2<sup>F/F</sup> ESCs

Table S7. Summary of the primary antibodies and oligonucleotides used in the present study

# Supplementary material for: Loss of sex-determining region Y-box 2 (Sox2) captures embryonic stem cells in a primed pluripotent state
**Source:** J Biol Chem. 2025 Apr 9;301(5):108501. doi: 10.1016/j.jbc.2025.108501
**Supplement:** Table S7

**Table S7.** Summary of the primary antibodies and oligonucleotides used in the present study

How the deposited data were processed for this re-analysis (not part of the article)

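RNA-seq of 30 samples of mouse ESCs in 10 groups of 3 biological replicates was analysed: Sox2 F/F, Sox2Δ/Δ, Sox1/3Δ/Δ; Sox2 F/F and Sox1/2/3Δ/Δ ESCs, Oct4 F/F and Oct4-null ESCs, Nanog F/F and Nanog-null ESCs, and Sox2Δ/Δ T+ cells with their own Sox2 F/F ESCs. Groups were taken from the sample labels and the paper's supplementary tables, and T+ cells were matched to the comparison of Table S6. Wildtype ESCs with and without Cre were not analysed here. Across libraries, totals ran from 16874308 to 29221463 counts.

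The authors deposited 6 tables, in which they give for each gene and library an expected count, the estimate that a counting program makes when it shares reads between transcripts. The authors also deposited TPM values, which sum to 1 M per library in the tables with the shared Sox2 F/F libraries and to between 0.968 and 0.980 M in the others. For each gene the deposited tables also hold the authors' log2 fold change and p-value of their own comparison, which were used only to count the authors' calls. The tables follow 2 gene lists, of 56980 and 55414 genes, of which 55405 are common and 1575 and 9 are in one list only. Counts of Sox2 F/F libraries listed in more than 1 table were identical in 6 of 6 repeat listings, and 0 columns were left without a matching sample. Because counts of paralogs and pseudogenes are estimates, calls of such genes are less certain than the test states. Coordinates are not given, since the paper's text names no genome build, and gene ontology terms were not tested.

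Expected counts were rounded to whole numbers and analysed in R 4.3.3 with edgeR 4.0.16. Each comparison of 2 groups used the genes kept by filterByExpr, TMM normalization and the two-sided quasi-likelihood test with Benjamini-Hochberg adjustment over all genes tested, written as FDR. Genes with an FDR below 0.05 and an absolute log2 fold change above 1 were called. The comparisons were Sox2Δ/Δ, Sox1/3Δ/Δ and Sox1/2/3Δ/Δ ESCs against Sox2 F/F ESCs, Sox1/2/3Δ/Δ against Sox1/3Δ/Δ and against Sox2Δ/Δ ESCs, Oct4-null and Nanog-null ESCs against their floxed controls, T+ cells against their Sox2 F/F ESCs, and the 2 sets of Sox2 F/F libraries against each other. In addition, 3 differences of effects were fitted as interactions in 4 groups and judged by the FDR alone: the loss of Sox2 with and without Sox1/3, Sox2 loss against Nanog loss, and T+ cells against Sox2Δ/Δ ESCs. Log2 fold changes are edgeR's, with an SE from the fit, and CPM values are normalized by the same factors. A group with no more than 3 counts in every library was treated as at a floor of 3 counts, and folds against it are lower bounds.

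The test was tried on simulated data with 200 changed genes, of which edgeR called 199 with 3 of 15327 genes tested called wrongly. DESeq2 called 197 with 2 wrong calls, edgeR with replicate number as a block 198 with 4, and the interaction test 192 with 11. Every pair of replicates differed by more than the sampling noise, with a median ratio of 1.48 to the value that noise gives in the closest pair and of 48.3 in the farthest, Nanog F/F replicates 1 and 2.

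Before the data were examined, the following alternatives were set: DESeq2 1.42.0 in place of edgeR, RLE or upper-quartile factors in place of TMM, no filter on low counts, at least 10 counts in every sample, replicate number as a block, all 30 samples in one fit, an FDR of 0.01, and each library left out in turn. DESeq2 without a fold threshold in the interactions, a GC and length trend removed from each library, and libraries thinned to the smallest total were added after the data had been seen. GC content and length came from the GENCODE M21 annotation, which gave a value for 98.1% to 99.8% of the genes tested. The trend was a spline with 4 degrees of freedom on log2 CPM with 0.5 added. Removal of the trend was tried on simulated data, where 197 of 200 changed genes were called after it and 191 before it, with 9 wrong calls after it and 2 before it.

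The genes to be named were fixed in advance: those the paper names in its text or in Fig. 3E, 3F, 5A or 8A, the targeted genes, the genes of the marker lists, and in each comparison the 3 largest rises and falls among called genes whose groups do not overlap and whose mean normalized count is at least 100 in the higher group. The marker lists, written from general knowledge before the data were examined, hold 12 fibroblast genes of feeder cells, 12 primitive endoderm genes, 12 genes of 2-cell-like cells, 20 imprinted genes, 13 naive and 14 formative or primed pluripotency genes. Results for 2 of the genes the paper names are not reported here.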

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

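Apart from the test of a mixture of cells, every test in this part was chosen only after the result it bears on had been seen. The results below either show 2 effects that differ by a test of the difference itself, or a rise in a list of genes. The paper does not discuss these lists as such for that comparison, though it names some of their genes. A list of genes is described where at least 4 of its genes were tested and at least 0.5 of those were called up, limits that were chosen after the list counts had been seen.

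The effect of Sox2 loss differed between ESCs with and without Sox1/3 for 5447 of 17406 genes, by the interaction in edgeR with an FDR below 0.05. Of 100 splits drawn from the 12 samples, the real one included, 1 gave as many genes, the real one, and for the Fig. 3E genes below their sum and the Fig. 3F genes above it the numbers of splits were also 1 and 1 of 100. In these splits libraries with and without Sox1/3 changed places within the infected and within the uninfected libraries, and the other splits had a median of 0 genes and at most 1873. Here and in the next paragraph, most splits mix libraries of unlike groups, which widens the spread within groups and favours the real one, so they say little about chance. Library trends and depth do not account for the whole of it: 5705 genes were found after removal of GC and length trends, and 5184 after thinning every library to the smallest total. Of the 5447 genes, 5009 were protein-coding, a count from the same fit. It cannot show whether reads shared with pseudogenes move the calls. A more complete deletion of Sox2 in cells without Sox1/3 would lower Sox2 there, but its log2 fold change was 0.53 in Sox1/2/3Δ/Δ against Sox2Δ/Δ ESCs (SE 0.26, FDR 0.136). Both lines also differ in their history, since the Sox1/3Δ/Δ; Sox2 F/F ESCs are a separate line, and this was not tested. A biological interaction of Sox2 with Sox1/3 is a candidate explanation that these tests leave open.

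The effects of Sox2 loss and of Nanog loss differed for 7581 of 17430 genes, and of 100 splits 2 gave as many, the real one and another arrangement with 7653 genes. For the Fig. 3E genes lower and the Fig. 3F genes higher after Sox2 loss, 1 and 1 of the 100 splits gave as many. The count was 8870 after removal of GC and length trends and 7246 at equal depth, so neither accounts for the whole of it. Of the 7581 genes, 6645 were protein-coding. Between T+ cells and Sox2Δ/Δ ESCs, the effects differed for 10009 of 17657 genes, with 1 of 100 splits giving as many. The count was 10288 after removal of GC and length trends and 9557 at equal depth. Of the 10009 genes, 8898 were protein-coding. In both comparisons the experiments, their control lines and the gene annotation of their tables change together with the effect compared, and what belongs to the experiment and what to the cells cannot be told apart. The 2 sets of Sox2 F/F libraries show the size of such a difference: 1028 genes were called up and 1010 down between them, of 16322 tested. In place of these 2038 genes, 1656 were called after removal of GC and length trends and 1819 at equal depth. Among protein-coding genes 823 were called, and for the share that lies in pseudogenes and predicted genes a change of the annotation and a change of the cells cannot be told apart.

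Of the trophectoderm genes of Fig. 3F, 17 of 22 tested were called up in T+ cells, which the paper does not report, with a median log2 fold change of 2.31, and 1 of the 10 splits of the 6 samples gave as many. With 3 libraries against 3 no split count can fall below 1 of 10. Krt8 rose by 4.42 (SE 0.0516, FDR 1.72e-09) to 376 ± 13.5 CPM (SD, n = 3), while Rhox6 fell by 1.94. GC and length trends and depth do not explain the rise: 16 genes were called after removal of the trends and 14 at equal depth. Cells like the Sox2Δ/Δ ESCs mixed into the T+ cultures were a candidate explanation, and the test was written before its values were computed. Over 21 genes of the list with enough counts, the share of such cells that each gene would need had a median of 19.1%, from -5.44% to 390%, and these shares had been seen by eye before the test. Of 7 other genes abundant in Sox2Δ/Δ ESCs and near absent from both sets of controls, 4 reached at least 0.5 of the level that this share gives. Their shares were 48.5% for Csf1, 19.7% for Igfbp6, 18.3% for Igf2os, 11.8% for Tgfb1i1, 8.24% for Bgn, 6.87% for Synpo2l and 4.83% for Acta1. Cells identical to the Sox2Δ/Δ ESCs would give every gene the same share. The shares ran from -5.44% to 390% in the list and from 4.83% to 48.5% in the 7 genes. For these genes, that spread argues against identical cells as the whole source of the rise. The rule that 7 genes are too few to decide was made after their number was known. Mixed cells that differ from the Sox2Δ/Δ ESCs and expression by the T+ cells themselves cannot be told apart.

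Genes of fibroblasts, which serve as feeder cells in some of the cultures the paper describes, rose in Sox2Δ/Δ ESCs (8 of 9 tested), Sox1/2/3Δ/Δ ESCs (8 of 10) and T+ cells (8 of 10). The list holds 12 genes, none of which is in another list or in a panel of the paper, and 8, 8 and 7 of them were above 3 counts in every control library of the 3 comparisons, whether from the ESCs or from feeder cells among them. The medians of the log2 fold changes were 1.77, 2.58 (1.82 with genes at the floor put at their bound) and 3.88 (3.28 at the bound). After removal of GC and length trends 8, 8 and 8 genes were called, and at equal depth 8, 8 and 8, so neither accounts for the rise. Fibroblasts carried over are a candidate source, with Col1a1 at 7.2 ± 0.851 CPM in Sox2Δ/Δ ESCs and 23.6 ± 0.698 in T+ cells (SD, n = 3 each). The same fibroblasts in both cultures would raise all their genes in 1 proportion, but the rise in T+ cells over that in Sox2Δ/Δ ESCs was 0.269 for Fbn1 and 4.37 for Col1a1. Fbn1 stood at 20.1 ± 1.35 in Sox2Δ/Δ ESCs and 9.57 ± 0.701 in T+ cells (SD, n = 3 each), and Thy1 fell in Sox2Δ/Δ ESCs and not in T+ cells. What stays open is fibroblasts of unlike kinds in the 2 cultures, or expression of these genes by the cells themselves.

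Primitive endoderm genes rose as well: 6 of 11 tested were called up in Sox2Δ/Δ ESCs, 6 of 11 in Sox1/2/3Δ/Δ ESCs and 7 of 11 in T+ cells, with medians of 1.22, 1.21 and 1.41. The 6 in Sox2Δ/Δ ESCs were Col4a1, Dab2, Foxa2, Gata4, Gata6 and Sox7, while Amn and Lama1 fell. Of the 12 genes of the list, 1 is also in another list and 3 are in panels of the paper, and 10 were above 3 counts in every Sox2 F/F library of the Cre experiment. Genes of the list that the paper reports as raised in T+ cells, Foxa2 and Gata6 among them, it places in late epiblast and early germ layers. Their rise in T+ cells does not by itself point to primitive endoderm. After removal of GC and length trends 6, 5 and 7 genes were called, and at equal depth 6, 6 and 7, so these do not account for the rise. A few primitive endoderm cells in the cultures are a candidate source, but Lama1 fell in each of the 3 comparisons, and a rise of single genes within the cells remains open.

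Genes of 2-cell-like cells rose in Sox2Δ/Δ ESCs (4 of 4 tested, Zscan4a, Zscan4c, Zscan4d and Zscan4f) and in Sox1/2/3Δ/Δ ESCs (5 of 5), with medians of 2.65 and 3.07 (2.77 with genes at the floor put at their bound). Of the 12 genes of the list, 2 were above 3 counts in every Sox2 F/F library, and none is in another list or a panel. After removal of GC and length trends 4 and 5 genes were called, and at equal depth 4 and 5. The Zscan4 genes are close paralogs, and reads moved from one to another would leave their sum unchanged. The summed CPM rose 7.13-fold in Sox2Δ/Δ and 8.03-fold in Sox1/2/3Δ/Δ ESCs over Sox2 F/F ESCs, against 1.68-fold in Sox1/3Δ/Δ ESCs, which excludes this as the whole cause. A larger share of 2-cell-like cells and a rise within all cells are both open, and no test here separates them.

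Of 20 imprinted genes, 12 were called up in T+ cells and 0 down, with a median of 1.18, and at an unadjusted p below 0.05 15 were higher and 3 lower. The 12 were Ascl2, Cdkn1c, H19, Igf2, Meg3, Mirg, Nnat, Peg10, Peg3, Rian, Usp29 and Zim1, and H19 rose by 3.58 on the log2 scale. All 20 were above 3 counts in every control library, 2 are in panels of the paper, and none is in another list. After removal of GC and length trends 12 were called, and at equal depth 12. Lines of one genotype may differ in imprinted genes: between the 2 sets of Sox2 F/F libraries 3 of the 20 were called up in one set. That count was 1 after removal of GC and length trends and 1 at equal depth. How many independently derived T+ lines the 3 replicates come from is not stated, so a difference between lines and an effect of the loss of Sox2 cannot be told apart.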

How the results depend on the processing

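The GC and length trends, the equal depth and DESeq2 without a fold threshold were chosen only after the results had been seen, and all the other settings before the data were examined. No result changed its direction with its call under any setting. Of 40 counts of genes, 40 stayed within 1.5 times the value given in the text with upper-quartile factors, 38 with no filter on low counts, 38 with replicate number as a block, 34 with all 30 samples in one fit, 34 at an FDR of 0.01 and 31 with DESeq2. With RLE factors 75 of 76 counts did, and with at least 10 counts in every sample 33 of 45. Of the genes named with a test, 126 of 126 kept their call with RLE factors, upper-quartile factors, no filter or the block, and 120 with DESeq2, where 6 were weaker. At an FDR of 0.01, 2 were weaker, and with all 30 samples in one fit 1 was weaker and 1 stronger.

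Requiring at least 10 counts in every sample leaves out genes silent in one group, which lowered the genes called up to 1848 in Sox2Δ/Δ, 2150 in Sox1/2/3Δ/Δ, 28 in Sox1/3Δ/Δ, 3156 in Oct4-null ESCs and 1050 in T+ cells. It gave 155 genes down in Sox1/3Δ/Δ ESCs, 2253 up in Sox1/2/3Δ/Δ against Sox1/3Δ/Δ and 134 up in Sox1/2/3Δ/Δ against Sox2Δ/Δ ESCs, 571 up and 427 down between the 2 sets of Sox2 F/F libraries, and 1365 shared genes called down. Of the Fig. 3E genes 0 were then called down in Sox1/3Δ/Δ ESCs, since Sox3 was no longer tested. With the usual filter, 15 of them were lower and 9 higher at an unadjusted p below 0.05. With at least 10 counts in every sample, 6 of 10 medians of the panels moved by more than the spread between replicates. With no filter, 149 genes were called up in Sox1/3Δ/Δ ESCs and 2 Fig. 3F genes in Nanog-null ESCs, and the cause was not tested.

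DESeq2 called 37 genes up in Sox1/3Δ/Δ ESCs, and 338 up and 283 down in Nanog-null ESCs, with 2 Fig. 3F genes up there. With the fold threshold added, it found 537 genes with an interaction of Sox2 and Sox1/3 loss above 0 and 450 below 0. Of the 537, 3 were Fig. 3F genes. For the difference of the Sox2 and Nanog effects it found 2304 genes above and 2316 below 0, against 3767 and 3814 in edgeR. For the difference of T+ cells and Sox2Δ/Δ ESCs it found 2223 and 1989 genes. Without that threshold, all 8 counts tried stayed within 1.5 times the value given. All 30 samples in one fit gave 90 genes up in Sox1/3Δ/Δ ESCs, 652 up and 532 down in Nanog-null ESCs with 4 Fig. 3F genes up, and 1506 genes above and 1801 below 0 for the interaction. At an FDR of 0.01, 32 genes were called up and 142 down in Sox1/3Δ/Δ ESCs, 26 up and 23 down in Nanog-null ESCs, 139 up in Sox1/2/3Δ/Δ against Sox2Δ/Δ ESCs, and 1494 above 0 for the interaction. RLE factors called 1 naive gene up in Oct4-null ESCs, where TMM called 0 of 13 (1 higher and 11 lower at an unadjusted p below 0.05). Removing the GC and length trend moved the median shift of chromosome 4 in T+ cells to -0.198. Apart from the FDR threshold, which only makes the same test stricter, the cause was not tested.

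The replicate numbers do not pair the samples: the deviations of replicates with the same number in 2 groups had correlations of either sign across genes, such as 0.524, -0.511 and -0.027 for Nanog-null and Nanog F/F ESCs. Replicate number as a block lowered the calls in Nanog-null ESCs to 83 up and 50 down, and the cause was not tested. Upper-quartile factors moved the median of all genes in Oct4-null ESCs to 0.201 from 0.04, and moved 2 of 10 medians of the panels.

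With each library left out in turn, 279 of 300 counts stayed within 1.5 times the value given, and most that did not concern Nanog-null ESCs. There the genes called up ran from 1 to 959 and those called down from 2 to 668 across the 6 fits, lowest without Nanog F/F replicate 3 or Nanog-null replicate 1 and highest without Nanog F/F replicate 1. Without Nanog-null replicate 2 there were 4 up and 4 down, and without Nanog-null replicate 3 there were 40 up and 26 down. Of the Fig. 3E genes 1 to 7 were called down there and of the Fig. 3F genes 0 to 3 up, with the lowest count without Nanog F/F replicate 3 and the highest without Nanog F/F replicate 1, while 8 of 21 Fig. 3F genes were higher at an unadjusted p below 0.05 with all libraries. Counts of Fig. 3F genes called up in Sox1/3Δ/Δ ESCs ran from 0 to 2. The count was 2 without Sox1/3Δ/Δ replicate 3, and 1 without Sox2 F/F replicate 2 or Sox1/3Δ/Δ replicate 2. With all libraries, 3 of 17 were higher and 9 lower at an unadjusted p below 0.05 in these ESCs. Their median log2 fold change was -0.41, and 1 gene, Dlx3, was called down. In Sox2Δ/Δ ESCs the genes called up ran from 2834 to 2935, in Sox1/2/3Δ/Δ ESCs from 3347 to 3512 and in T+ cells from 1614 to 1709. Of the 882 values of named genes with a library left out, 21 were weaker and 2 stronger. In Nanog-null ESCs Prdm14 and Acta1 were no longer called without Nanog F/F replicate 3 (-2.27 and 3.28), Nanog-null replicate 1 (-2.13 and 3.21) or Nanog-null replicate 2 (-2.05 and 3.50), nor was Serpinb6c without the first (-2.82) or the second of these (-2.79). The Nanog comparison had a wider spread between libraries, with a biological coefficient of variation of 0.198 against 0.0707 for Sox2Δ/Δ ESCs, at median totals of 22309676 and 22764034 against 20635179 and 18967224 counts.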

Differences from the paper's values

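In Sox1/3Δ/Δ ESCs 59 genes were called up against the paper's 36. Of 14 alternatives set before the data were examined, 6 come within 1.5 times the paper's value: DESeq2 (37), upper-quartile factors (53), at least 10 counts in every sample (28), the replicate block (54), an FDR of 0.01 (32), and leaving out Sox1/3Δ/Δ replicate 2 (46). RLE factors (61), no filter on low counts (149), all 30 samples in one fit (90) and the other 5 leave-outs (59 to 69) do not. For the genes called down in Sox1/3Δ/Δ ESCs the count was 264 against the paper's 175. Here 11 of 14 alternatives close the gap: DESeq2 (176), RLE factors (262), at least 10 counts (155), the replicate block (253), all 30 samples in one fit (251), an FDR of 0.01 (142) and 5 leave-outs (211 to 255). Upper-quartile factors (288), no filter (360) and leaving out Sox2 F/F replicate 1 (266) do not.

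In Nanog-null ESCs 208 genes were called up against the paper's 335 in Table S3, and 169 down against the paper's 283. DESeq2 (338 and 283) and no filter on low counts (294 and 242) close both gaps, 2 of 14 alternatives. RLE factors (208 and 164), upper-quartile factors (208 and 176), at least 10 counts (179 and 144), the replicate block (83 and 50), all 30 samples in one fit (652 and 532), an FDR of 0.01 (26 and 23) and the 6 leave-outs (1 to 959 and 2 to 668) do not. The lowest of these were without Nanog F/F replicate 3 and the highest without Nanog F/F replicate 1. DESeq2 is the tool that the paper's methods name.

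The methods give a depth that is the paper's 50 M reads per sample, while the median library here holds 22.7 M counts on genes. Reads sequenced and counts on genes are on different scales, and no alternative bears on the depth. The reads are paired-end, and where each mate is a read and each pair 1 count, the paper's value is divided by 2 and comes within 1.5 times the one here, but the paper's text does not say which is meant.

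The paper calls the effect of removing Sox2 in addition to Sox1/3 on the Fig. 3E genes additive. On the log2 scale 22 of the genes fell by more than the sum of the separate changes, with an FDR below 0.05, and 3 by less. It describes the loss of pluripotency-associated gene expression after coablation as complete, and 3.12 CPM of Nanog remained, with Tfcp2l1 changed by -0.89. It states that the Fig. 3E genes were not down-regulated and the Fig. 3F genes not derepressed in ESCs lacking Nanog, where 6 and 1 genes were called. The deleted Nanog is among the 6. With single libraries left out, these counts ran from 1 to 7 and from 0 to 3. The paper reports undetectable transcripts by RT-PCR in the mutants of Fig. S2. Pou5f1 had 7351 to 11164 counts per library in Oct4-null and Nanog 259 to 290 in Nanog-null ESCs. Such counts do not show which part of the gene was read. It names Cer1, Eomes, Fgf5, Sox17 and T as epiblast markers expressed in Sox2Δ/Δ ESCs, where Cer1 had 0 counts and Eomes had a log2 fold change of -0.54. It states that Klf2 decreased in T+ cells, which its Fig. 5A measures by RT-qPCR without a fold threshold. In the RNA-seq Klf2 fell as well, with a log2 fold change of -0.58 (SE 0.0437, FDR 1.16e-05 from edgeR). Only the fold threshold used here was not reached.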

Other observations

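In this part the tests of the GC and length trend on the 5 chromosomes were set before their values were computed, and the others were chosen only after the result had been seen. The 21 counts of calls in pairwise comparisons that could be put to splits were each matched by 1 of the 10 splits of their 6 samples, the real one. These were the calls of the 9 pairwise comparisons, the Fig. 3E genes down in Sox2Δ/Δ, Sox1/2/3Δ/Δ, Oct4-null and Nanog-null ESCs and in Sox1/2/3Δ/Δ against Sox2Δ/Δ ESCs, the Fig. 3F genes up in Sox2Δ/Δ, Sox1/2/3Δ/Δ, Oct4-null and Nanog-null ESCs and in T+ cells, and the Fig. 5A genes of ESCs and of EpiSCs in T+ cells. With 10 splits the share cannot fall below 0.1, so chance is not excluded by them.

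Nanog F/F replicates 1 and 2 differed by 48.3 times the value that sampling noise gives. Within the group, a trend with GC content and gene length explained 47.4% of the deviation of replicate 2 and 50.9% of that of replicate 1, and 7.98% of that of replicate 3. After its removal 455 genes were called in Nanog-null ESCs, against 377 with it, though in simulated data the removal also added wrong calls. A technical trend with GC content and length may therefore account for part of the spread, and what remains was not explained.

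On several chromosomes the genes as a group were shifted: in T+ cells the median log2 fold change was shifted by -0.217 on chromosome 16, -0.203 on chromosome 8 and -0.174 on chromosome 4 relative to the other chromosomes. In Sox1/2/3Δ/Δ against Sox2Δ/Δ ESCs it lay higher by 0.128 on chromosome 6 and 0.136 on chromosome 8. For each of these, 0 of 10000 random lists of as many genes lay as far. The 5 were picked after 20 chromosomes had been looked at in 9 comparisons, in which others lay beyond the random lists as well. After removal of the GC and length trend the shifts were -0.199, -0.215, -0.198, 0.137 and 0.132, so that trend is not the cause of the whole shift. A gain or loss of a chromosome in a part of the cells is a candidate explanation that was not tested, since no DNA was analysed here.

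The remaining results of the marker lists are as follows. Of 13 naive genes, 8 were called down in Sox2Δ/Δ, 9 in Sox1/2/3Δ/Δ, 9 in Oct4-null and 6 in Nanog-null ESCs and 10 in T+ cells, with medians of -1.34 in Sox2Δ/Δ ESCs and -1.44 in T+ cells, and 12 of the 13 are in panels of the paper. Of the formative or primed genes, 9 of 14 tested were called up in T+ cells, with a median of 2.09, and 9 of the list are in panels of the paper. Called up and down were 2 and 3 of 11 in Sox2Δ/Δ ESCs, 2 and 5 of 10 in Sox1/2/3Δ/Δ ESCs, and 2 and 6 of 12 in Oct4-null ESCs. Fibroblast genes were called up for 4 of 9 tested in Oct4-null and 4 of 10 in Nanog-null ESCs (6 adjusted over the list alone), and primitive endoderm genes for 5 of 11 in Oct4-null ESCs. Imprinted genes were called up and down for 7 and 3 of 20 in Sox2Δ/Δ ESCs, 6 and 2 in Sox1/2/3Δ/Δ ESCs, and 6 and 7 in Oct4-null ESCs.

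In T+ cells Cdh1 had a log2 fold change of -0.14 (FDR 0.0355) and Acvr2b one of 0.31 (FDR 0.000184), both short of the fold threshold. In Oct4-null ESCs Sox2 had a log2 fold change of -2.33 and Nanog one of -2.76. In Nanog-null ESCs Sox2 changed by -0.32 (FDR 0.129), and Rhox6 was called down (-2.02).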
